# Nanoparticulate Immunoactive Complex for Local Chemoimmunotherapy: From Murine Models to Pilot Canine Study

**DOI:** 10.1158/2767-9764.CRC-26-0110

**Published:** 2026-06-22

**Authors:** Yanying He, Jiaqi Zhao, Jung Suk Kim, Meaghan M. Broman, Simone de Brot, Fanfei Meng, Deepika Dhawan, Sagar M. Utturkar, Marejka H. Shaevitz, Lindsey M. Fourez, Deborah W. Knapp, Yoon Yeo

## Abstract

Chemoimmunotherapy leverages the immune system to control tumor growth and develop durable antitumor immunity. With this goal, we previously developed a nanoparticulate immunoactive complex (IMAX), composed of polyethyleneimine–lithocholic acid conjugate, paclitaxel, and a cyclic dinucleotide, which showed robust antitumor activity in multiple mouse models following intratumoral administration. In this study, we evaluated the biodistribution of locally delivered IMAX and determined a safe and effective dose in mice to inform pilot safety and efficacy evaluations in dogs. In mice, IMAX remained localized at the injection site with minimal systemic exposure, induced rapid immune cell infiltration, evidenced by gross skin reactions and histologic changes, and achieved complete tumor regression even at one-fifth of the initial dose. Laboratory dogs tolerated IMAX well, with only transient, manageable adverse events. In a pilot study in companion dogs with naturally occurring cancer, IMAX administered at conservative doses induced histologic changes indicating immune cell infiltration and necrosis, accompanied by transcriptomic signatures of early innate immune pathway activation, resulting in measurable antitumor effects in the dogs with mammary carcinoma. These findings support the feasibility and safety of local IMAX therapy in tumor-bearing dogs and warrant further investigation with optimized dosing and combination strategies.

**Significance:**

Locally administered nanoparticulate IMAX induces complete tumor regression in mice and triggers rapid immune cell infiltration, while producing measurable antitumor responses in companion dogs with mammary carcinoma, supporting the translational potential.

## Introduction

Cancer immunotherapy harnesses the immune system to control tumor growth, induce regression of established tumors, and develop long-lasting antitumor immune memory to prevent recurrence. Toward this goal, numerous preclinical and clinical studies have investigated combinations of chemotherapy and immunotherapy—an approach known as chemoimmunotherapy. The rationale behind this strategy is that chemotherapy can induce immunogenic cell death (ICD) in tumor cells, generating tumor antigens and intrinsic immunoadjuvants called damage-associated molecular patterns (DAMP; ref. 1), while immunostimulatory agents serve as extrinsic immunoadjuvants. The therapy-induced antigens and immunoadjuvants recruit and activate innate immune cells, recognize tumor antigens, and trigger the innate immune response to tumors, translating to tumor-specific adaptive immune responses.

Building on this rationale, we previously developed a nanoparticulate immunoactive complex (IMAX) for local treatment of accessible tumors, such as melanoma and, head and neck cancer, or microscopic residual tumors following surgical resection. IMAX consists of a polyethylenimeine–lithocholic acid conjugate (2E′), paclitaxel (PTX), and cyclic dinucleotide (CDN; ref. 2). 2E′ self-assembles into nanoparticles, in which PTX is encapsulated in the hydrophobic lithocholic acid core, and CDN binds to the cationic polyethyleneimine surface. These components have multiple functions in the tumor microenvironment, which collectively stimulate the innate immune response to tumors. 2E′ activates Toll-like receptor 5 (TLR5) and inflammasome to activate antigen-presenting cells (APC) and selectively kills tumor cells (2). PTX induces cell-cycle arrest in proliferating cells, causing endoplasmic reticulum stress (3). In our previous study, we validated PTX as an ICD inducer by showing that PTX-treated tumor cells release classic DAMPs during cell death and that the PTX-killed tumor cells can effectively function as a tumor vaccine (4). CDN, a stimulator of interferon genes protein (STING) agonist, induces the production of proinflammatory cytokines, including type 1 interferons (IFN) by APCs and tumor cells (5–7). 2E′ has proven to be an effective carrier of PTX and CDN, which are otherwise difficult to codeliver due to their distinct chemical properties. Through these activities, IMAX showed impressive antitumor activity in different mouse models of ectopic tumors, leading to tumor-free survival in 80% to 100% of treated mice after a single intratumoral administration (2, 8). Additionally, the mice surviving with complete tumor regression rejected a rechallenge with the same tumor cells (but not unrelated tumor cells), indicating the induction of specific antitumor immune memory (2, 8). These results indicate that IMAX is an effective strategy to induce antitumor immune responses.

Encouraged by these compelling preclinical results, in this study we have advanced to evaluate the safety and preliminary efficacy of IMAX in dogs as the first step toward clinical translation to humans. Specific types of naturally occurring cancer in companion dogs are attractive for drug development research because of their similarities to human cancer in histopathologic, cellular, molecular and immunologic features, as well as in inherent and acquired drug resistance paralleling that in humans (9, 10). Moreover, because companion dogs share environmental and other exposures with humans, they provide a relevant model for disease pathogenesis. We first examined the biodistribution of IMAX, represented by PTX, and tissue responses to locally administered IMAX in mice, established a minimum effective dose to guide dog studies, and evaluated the safety of IMAX in three laboratory dogs. We then investigated therapeutic activity and longitudinal pathologic and molecular changes with IMAX in a pilot study with four companion dogs—two with mammary carcinoma and two with soft tissue sarcoma, both of which display similarities in presentation, clinical history, molecular profiles, response to therapy, and patterns of resistance to their human counterparts (11–18). Our results demonstrate that IMAX can be safely administered to mice and dogs, inducing measurable antitumor effects, accompanied by innate immune activation.

## Materials and Methods

### Materials

Polyethyleneimine (MW 2500) was purchased from Kyfora Bio, and CDN [2′3′-c-di-AM(PS)2 (Rp,Rp)] was purchased from Invitrogen. Paclitaxel was purchased from Biotang. Docetaxel was purchased from Thermo Fisher Scientific. LEGENDplex Mouse Anti-Virus Response Panel was purchased from BioLegend.

### IMAX preparation and characterization

IMAX (2E′/PTX/CDN, 1:0.2:0.02 wt. ratio) was prepared by the membrane hydration method as reported previously (2, 8). First, 2E′ was synthesized as previously reported (2). 2E′ and PTX were first dissolved in a mixture of ethanol and chloroform (1.5:3.5 v/v) in a round-bottom flask. The solvent was evaporated using a rotary evaporator to form a thin film. Deionized (DI) water was added to the flask to hydrate the film, which was dispersed by a probe sonicator (20% amplitude, 1 second on/1 second off, 1 minute) to form a 2E′/PTX binary complex. CDN solution was added to the 2E′/PTX suspension and incubated for 20 minutes to make a 2E′/PTX/CDN triple complex (IMAX). Z-average and zeta-potential of IMAX were measured using the Malvern Zetasizer Nano ZS90. IMAX was dispersed in 5% dextrose solution (D5W) at a concentration equivalent to 0.05 to 10 mg/mL 2E′ (for mice) and 2 mg/mL 2E′ (for dogs), unless specified otherwise. IMAX was used freshly or lyophilized using a Labconco benchtop Freeze Dyer (Freezone 4.5L −84°C) for 2 days. The lyophilized IMAX was stored in −20°C and was reconstituted in DI water.

### Animal care

All animal procedures were approved by the Institutional Animal Care and Use Committee in conformity with the NIH guidelines for animal studies. BALB/c mice (RRID: MGI:2683685) were purchased from Envigo and acclimatized for 1 week before the procedure. Laboratory beagle dogs were obtained from Marshall Bioresources, acclimatized for 2 weeks, and housed in individual runs. Companion dogs with naturally occurring external tumors, who had failed prior therapies or were not eligible for other therapies, were recruited from cases presented to the Purdue Veterinary Hospital for cancer care. The companion dogs were enrolled with the informed consent of their owners, continued to live in private homes as pets, and presented to the hospital for treatment and evaluation.

### Biodistribution of PTX in mice by local IMAX injection

CT26 tumor-bearing mouse models were established by inoculating 5 × 10^5^ CT26 mouse colon carcinoma cells (AATC, RRID: CVCL_7254) subcutaneously in the upper flank of the right hind limb of 7- to 8-week-old female BALB/c mice. CT26 cells were used as received from the vendor (AATC) without additional testing. Tumors were grown to a relatively small volume of 30 to 50 mm^3^ to model a postsurgical residual disease. Once tumors reached the target volume, the mice were treated with an intratumoral injection of D5W or IMAX (consisting of 2E′ 1 mg, PTX 0.2 mg, and CDN 0.02 mg). Non–tumor-bearing healthy BALB/c mice received subcutaneous injections of D5W or IMAX (consisting of 2E′ 1 mg, PTX 0.2 mg, and CDN 0.02 mg). Mice were sacrificed at 6, 24, and 48 hours after injection (four mice per time point). Skin at the injection site was harvested and weighed, and whole blood was collected via cardiac puncture and stored in an EDTA-coated tube.

Skin tissues were homogenized in cold phosphate-buffered saline (PBS) at 1 g tissue per 4 mL PBS using an Omni Tissue Master 125 homogenizer. Tissue homogenates (0.2 mL) were spiked with 600 ng of docetaxel (DTX, internal standard) and extracted with 0.8 mL of methyl tert-butyl ether (MTBE) for 1.5 hours. Calibration standards were prepared with tissue homogenates with known quantities of PTX (128, 64, 32, 16, 8, and 4 μg/mL) and 3 μg/mL of DTX, processed in the same way. After centrifugation at 10,000 × *g* for 10 minutes, 0.6 mL of the organic phase was collected, evaporated, and reconstituted in 60 μL of acetonitrile (ACN) for liquid chromatography–tandem mass spectrometry (LC-MS/MS) analysis. Whole blood was centrifuged at 1,000 × *g* for 10 minutes to separate plasma. PTX was extracted from 0.2 mL plasma samples in the same way as tissue homogenates. Plasma calibration standards were prepared by plasma containing PTX at concentrations of 500, 250, 125, 62.5, 31.3, 15.6, 7.8, and 3.9 ng/mL, along with 3 μg/mL of DTX.

PTX was quantified using a 6460 QQQ LC/MS/MS mass spectrometer (Agilent Technologies). Ten microliters of sample or standard was injected into an Xbridge C18 column (2.1 mm × 100 mm, particle size 3.5 μm, Waters Corporation) maintained at 35°C. The mobile phase consisted of 0.1% formic acid (FA) in water (A) and 0.1% FA in methanol (B), run at a flow rate of 0.3 mL/minute over a 15-minute gradient: A/B (50/50) at 1 minute, ramped to A/B (0/100) by 11 minutes, and returned to A/B (50/50) by 15 minutes. The parent ions, (PTX + H)^+^ and (DTX + H)^+^, were monitored at the m/z ratios of 286.2 and 327, respectively. PTX concentrations were determined based on tissue-specific calibration curves plotting PTX/DTX peak area ratios against standard concentrations.

### Measurement of plasma cytokine levels in mice following local IMAX injection

Blood samples were collected from the submandibular vein of both healthy and CT26 tumor-bearing BALB/c mice 1 hour after treatment with IMAX (consisting of 2E′ 1 mg, PTX 0.2 mg, and CDN 0.02 mg). Collected blood was centrifuged at 1,000 × *g* for 10 minutes to separate plasma, which was stored at −80°C until analysis. Cytokine levels in the plasma were determined by the LEGENDplex Mouse Anti-Virus Response Panel (13-plex, BioLegend; cat. #740621) following the manufacturer’s instructions. Samples were analyzed by the Attune flow cytometer (Thermo Fisher Scientific), and cytokine concentrations were calculated by the BioLegend LEGENDplex Data Analysis program, based on standard curves generated from the internal standards.

### Skin histology in mice following local IMAX injection

Part of the skin samples collected at the sacrifice for the biodistribution study (at 6, 24, and 48 hours after injection) were processed for histologic examination. Additional groups of mice (healthy BALB/c mice and CT26 tumor-bearing mice) were treated in the same way (IMAX consisting of 2E′ 1 mg, PTX 0.2 mg, and CDN 0.02 mg injected subcutaneously or intratumorally) and sacrificed at 9 days after treatment for collecting skin at the injection site. The collected skin samples were fixed in 4% paraformaldehyde in PBS, paraffin-embedded, sectioned at a thickness of 7 μm, and subjected to hematoxylin and eosin (H&E) and Gram staining. Whole-slide digital images were acquired using a Leica Versa8 scanner.

### Dose-dependent skin response of IMAX in healthy and CT26 tumor-bearing BALB/c mice

CT26 tumor cells (5 × 10^5^) were inoculated subcutaneously in the upper flank of the right hind limb of BALB/c mice. When the tumor size reached 30 to 50 mm^3^, each mouse received an intratumoral injection of IMAX at a dose equivalent to 1, 0.5, or 0.2 mg of 2E′ with corresponding amounts of PTX and CDN (2E′/PTX/CDN, at 1:0.2:0.02 wt. ratio; *n* = 5 per dose). Healthy BALB/c mice were administered the same doses (*n* = 3 per dose) via subcutaneous injection. Scab formation at the injection site was monitored every other day, and the length (*l*) and the width (*w*) of the scab were measured using a digital caliper. The scab area was calculated according to the ellipse area formula: (l×w×π)/4.

### Determination of the minimum effective dose of IMAX in BALB/c mice with CT26 tumors

CT26 tumor models were established as described above. When the tumor grew to 30 to 50 mm^3^, mice were randomized into six groups and treated with an intratumoral injection of IMAX equivalent to 1, 0.5, 0.2, 0.05, or 0.005 mg 2E′ with corresponding amounts of PTX and CDN (2E′/PTX/CDN, at 1:0.2:0.02 wt. ratio) or PBS as a control (*n* = 5 per dose). Tumor growth was monitored over 80 days, with the length (*L*) and the width (*W*) of the tumor measured using a digital caliper. Tumor volumes were calculated according to the modified ellipsoid formula: $\left(W^{2}\times L\right)/2$.

### Safety and dose evaluation study in laboratory dogs

The laboratory dog study was performed in the Pre-Clinical Research Laboratory in the Center for Clinical Translational Research in the Purdue University College of Veterinary Medicine. IMAX was tested in three beagle dogs approximately 1 year of age, including one female (dog 1W) and two male dogs (dogs 2P and 3C). As tumor masses were absent in the normal dogs, IMAX was injected subcutaneously on the side of the body. Table 1 lists the administered doses. Two dogs (dogs 1W and 2P) received 1 mL of IMAX subcutaneously on the right and left sides of the body. Each dog received an IMAX dose containing 2E′ 2 mg, PTX 0.4 mg, and CDN 0.04 mg on the right side and an IMAX dose containing 2E′ 1 mg, PTX 0.2 mg, and CDN 0.02 mg on the left side. After evaluating the effect of the first injection, we administered a second IMAX injection at 13 days (dog 1W) and 21 days (dog 2P) from the first dose. The second injection contained 2E′ 2 mg, PTX 0.4 mg, and CDN 0.04 mg and was administered subcutaneously on one side. The third dog (dog 3C) received a single subcutaneous injection of IMAX containing 2E′ 2 mg, PTX 0.4 mg, and CDN 0.04 mg on the right side. Dexamethasone (0.1 mg/kg s.c.) and diphenhydramine (2 mg/kg s.c.) were administered to 1W and 2P when the body temperature rose above 103°F and the dogs showed signs concerning the development of an anaphylactic-like reaction. With subsequent treatments, however, the onset, level, and resolution of the increased body temperature were similar even when dexamethasone and diphenhydramine were omitted.

**Table 1.** IMAX regimen for laboratory safety study in beagle dogs.

Subject	Subject detail	First dose - right	First dose - left	Second dose
1W	F, beagle, 7.8 kg	2E′: 2 mg PTX: 0.4 mg CDN: 0.04 mg	2E′: 1 mg PTX: 0.2 mg CDN: 0.02 mg	2E′: 2 mg PTX: 0.4 mg CDN: 0.04 mg 13 days after the first dose
2P	M, beagle, 11.4 kg	2E′: 2 mg PTX: 0.4 mg CDN: 0.04 mg	2E′: 1 mg PTX: 0.2 mg CDN: 0.02 mg	2E′: 2 mg PTX: 0.4 mg CDN: 0.04 mg 21 days after the first dose
3C	M, beagle, 11.2 kg	2E′: 2 mg PTX: 0.4 mg CDN: 0.04 mg	Not applicable	Not applicable

Adverse events were assessed by (i) inspection of the injection site and monitoring temperature, pulse, and respiration daily for 7 days and then once weekly after each injection; (ii) complete physical exam before injection and then daily for 5 days; and (iii) complete blood count and serum biochemical profile before injection and at 2 weeks after injection. The dogs were monitored more frequently when inflammation or adverse events were observed. Adverse events were recorded and classified according to Veterinary Cooperative Oncology Group (VCOG) criteria (19). Following participation in the study, the dogs were adopted into private homes to continue life as companion animals.

### Pilot study of IMAX activity in companion dogs

A pilot study of IMAX in companion dogs with naturally occurring tumors was performed to determine the antitumor effects and changes in tumor tissue longitudinally over time. The study was performed at the Purdue University Veterinary Hospital by veterinarians and staff of the Werling Comparative Oncology Research Center. Inclusion criteria were (i) the presence of naturally occurring histopathologically confirmed cancer (excluding mast cell tumors) on the outside of the dog’s body accessible for injection and biopsy, (ii) no major organ dysfunction, (iii) expected survival of at least 6 weeks, and (iv) those that had failed or were not eligible for other therapies or for which the dog owners had declined other therapies.

Four companion dogs were enrolled with the informed consent of their owners. As untreated cancer can progress rapidly, it is unethical to have an untreated control group of companion dogs. Instead, we used pretreatment measurements as each dog’s baseline to evaluate changes in this pilot study. The primary tumor was measured in three dimensions (cranial–caudal, medial–lateral, and dorsal–ventral) using calipers before treatment and weekly following treatment. The longest dimension was used to determine the response according to RECIST criteria (19, 20). Tumor response was evaluated according to the iRECIST criteria (20), applied to the VCOG RESIST1.0 standard (21). Briefly, the sum of the longest dimensions of tumor lesions for each dog (one lesion in two dogs and two lesions in two dogs) was recorded over time. A 20% increase in size from baseline or development of new lesions was considered progressive disease (PD, per RECIST), 30% decrease in size without the development of new lesions was considered partial response (PR, per RECIST), a change of less than 20% increase or 30% decrease without the development of new lesions was considered stable disease (SD, per RECIST), and complete resolution of all measurable lesions without the development of new lesions was considered a complete response (CR, per RECIST). iRECIST had the same criteria as RECIST, except for the addition of the unconfirmed PD (iUPD)—potentially due to pseudoprogression—and confirmed PD (iCPD) categories (20). Tumor volumes were also recorded according to the modified ellipsoid formula as $\left(W^{2}\times L\right)/2$, with *W* defined as the shortest measured dimension and *L* defined as the longest measured dimension. Cancer stage was assessed with thoracic and abdominal radiography, abdominal ultrasonography, and physical examination. In the dog weighing >40 kg, a whole-body CT scan was performed.

Each dog received two to three IMAX treatments, with the second dose given 3 to 4 weeks after the initial dose. A third dose was allowed if there was evidence of tumor control or shrinkage in response to the treatment (Table 2). IMAX was administered intratumorally at a dose found to be safe in laboratory dogs. The dose was based on body weight, irrespective of tumor size (2E′ 2 mg, PTX 0.4 mg, and CDN 0.04 mg per 7.8 kg = 2E′ 0.25 mg/kg, PTX 0.05 mg/kg, and CDN 0.005 mg/kg). Body weight–based dosing was performed to ensure the dose would be tolerable should the drug unexpectedly enter the systemic circulation through the tumor vasculature. IMAX was dispersed in D5W at a concentration 2E′ 2 mg/mL, PTX 0.4 mg/mL, and CDN 0.04 mg/mL and injected in one or two locations within the tumor mass. The dogs were sedated or anesthetized for the injection.

**Table 2.** Subject and tumor characteristics and IMAX treatments in companion dogs in the pilot study.

Subject - dog	Subject detail	Tumor; volume	First dose	Second dose	Third dose
RV	FS, mixed breed, 22.3 kg, 9.7 years old	Soft tissue sarcoma (right lateral hock); 7.6 cm^3^	2.2 mL 2E′: 4.4 mg PTX: 0.88 mg CDN: 0.088 mg	2.7 mL 2E′: 5.4 mg PTX: 1.08 mg CDN: 0.108 mg 21 days after the first dose	2.8 mL 2E′: 5.6 mg PTX: 1.12 mg CDN: 0.112 mg 57 days after the first dose
SP	FS, Labrador Retriever, 30 kg, 7.2 years old	Soft tissue sarcoma (left palmar carpus); 25.7 cm^3^	4.2 mL 2E′: 8.4 mg PTX: 1.68 mg CDN: 0.168 mg	4 mL 2E′: 8 mg PTX: 1.68 mg CDN: 0.168 mg 23 days after the first dose	4 mL 2E′: 8 mg PTX: 1.68 mg CDN: 0.168 mg 86 days after the first dose
CL	FI, Shih Tzu, 5 kg, 13.7 years old	Mammary carcinoma (left mammary chain); 0.3 and 1 cm^3^	0.6 mL (0.3 mL in each tumor) 2E′: 1.2 mg PTX: 0.24 mg CDN: 0.024 mg	0.7 mL (0.25 mL for smaller tumor; 0.45 mL for larger tumor) 2E′: 1.4 mg PTX: 0.28 mg CDN: 0.028 mg 20 days after the first dose	Not applicable
BM	FS, Great Pyrenees, 43.2 kg, 9.7 years old	Mammary carcinoma (both caudal mammary glands); 36.3 and 3.1 cm^3^	5.4 mL (to the larger tumor only) 2E′: 10.8 mg PTX: 2.16 mg CDN: 0.216 mg	5.5 mL (to the larger tumor only) 2E′: 11 mg PTX: 2.2 mg CDN: 0.22 mg 28 days after the first dose	Not applicable

Abbreviations: FI, female intact; FS, female spayed.

Body temperature was checked at 2 and 4 hours after injection and then at 4- to 6-hour intervals. The dogs were monitored in-hospital overnight following injections and then allowed to go home the next day if no grade 3 or higher adverse events occurred. Dexamethasone (0.1 mg/kg s.c. or i.v.) and diphenhydramine (2 mg/kg s.c. or i.m.) were available for dogs showing signs of anaphylactic-type reactions, but none of the dogs required these medications. Physical examination was performed weekly during IMAX treatment. Complete blood counts and serum biochemical profiles were assessed before treatment and at monthly intervals during treatment. Adverse events were classified according to VCOG criteria. At the conclusion of the study, the primary tumors were removed surgically with complete margins in all four dogs.

Tumor biopsies were obtained before and after treatment with the intent to obtain posttreatment biopsies at the time of tumor shrinkage. Following the initial dose, the change in tumor size was monitored. This time course was used to select the timing of the biopsy following the second treatment. Thus, the timing of posttreatment biopsies varied from dog to dog. Following 2 to 3 doses of IMAX, the tumors were surgically removed as appropriate to prevent local progression and potential metastasis. Tissues were also collected at the time of surgical removal of the tumor. Histology, immunohistochemistry (IHC), and RNA sequencing analysis (RNA-seq) were performed to evaluate immune cell infiltration in the tumor.

### Companion dog histology and IHC

Biopsy specimens were collected from the companion dogs at the Purdue University Veterinary Hospital, fixed in 10% neutral-buffered formalin, and submitted to the Willie M. Reed Animal Disease Diagnostic Laboratory for paraffin embedding, sectioning, H&E staining, and IHC. IHC antibodies and abbreviated protocols are listed in Supplementary Table S1. Whole-slide digital images were acquired using a Leica Versa8 scanner.

### RNA-seq analysis of dog biopsies

Tumor samples from companion dogs were collected in TRIzol and stored at −80°C. RNA was isolated using the AllPrep DNA/RNA Kit (Qiagen) following the manufacturer’s instructions. The isolated RNA was submitted for strand-specific RNA-seq (Azenta Life Sciences) to yield 30 to 40 million reads per sample. Raw data were aligned to CanFam4.0 using Strand (Strand NGS) and normalized using TMM and edgeR (RRID: SCR_012802; ref. 22). Unsupervised hierarchical clustering was performed on normalized counts to generate heatmaps using manually curated gene lists of pathways of interest to the study (23). Data were scaled across samples to evaluate posttreatment trends in genes/pathways. The posttreatment samples were compared with the pretreatment sample for each dog. Normalized RNA-seq data were also used to run single-sample gene set enrichment analysis (ssGSEA; Broad Institute, MIT; RRID: SCR_026610). The gene sets used for enrichment analyses were manually curated based on interest of the study (23–25). Positive and negative ssGSEA scores were determined across samples for each pathway. These scores are relative and used to compare the activity of the pathway across samples and evaluate trends within samples after IMAX treatment. The scores were represented as separate heatmaps for each treated dog.

### Statistical analysis

Statistical analysis was performed using the GraphPad Prism 9 (RRID: SCR_002798). Data were analyzed by a two-way ANOVA test to determine the statistical difference among groups, followed by Sidak multiple comparisons test. A *P* value of <0.05 was considered statistically significant. Quantitative data were presented as the mean ± standard deviation (SD).

## Results

### Locally injected IMAX was retained at the injection site with minimal systemic absorption in mice

IMAX showed a z-average of 287.3 ± 10.4 nm with polydispersity index of 0.284 ± 0.05 and surface charge of 21.2 ± 1.2 mV, measured by dynamic light scattering. As IMAX was prepared with a purified polymer and the organic solvent was removed by evaporation, the formulation was used as prepared without additional purification. Therefore, the drug loading corresponds to the nominal input ratio (2E′/PTX/CDN = 1:0.2:0.02 wt. Ratio). IMAX could be lyophilized, and the lyophilized IMAX maintained the size, zeta-potential, morphology, and bioactivity after storage at −20°C for at least 4 months (8).

To evaluate the retention and systemic absorption of locally injected IMAX, we examined the level of PTX—a component of IMAX—at the injection site and in blood at 6, 24, and 48 hours after injection (intratumorally for tumor-bearing mouse and subcutaneously for healthy mouse; Fig. 1; Supplementary Fig. S1). Healthy and tumor-bearing mice showed plasma PTX levels of 43 and 39 ng/mL on the average (<0.06 % injected dose/g, %ID/g) over 24 hours, with the levels declining to 8 and 12 ng/mL (0.004 and 0.006 %ID/g) by 48 hours, respectively. In contrast, PTX was present at 281 and 401 μg/g on the average (140 and 200 %ID/g) at the injection site in healthy and tumor-bearing mice over 48 hours, respectively. This result indicates that locally injected IMAX was retained at the injection site with minimal systemic absorption, also consistent with the retention of another component (CDN) of IMAX in tumor-bearing mice (8). Interestingly, PTX levels at the injection site at 48 hours were higher in CT26 tumor-bearing mice than healthy mice, suggesting greater IMAX retention in tumors than in normal skin, attributable to impaired lymphatic drainage in rapidly growing tumors (26, 27).

**Figure 1.**
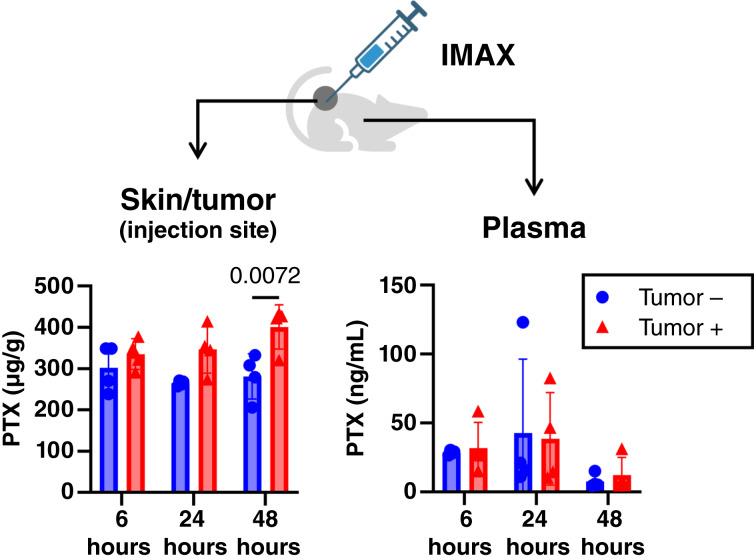
Locally injected IMAX is retained at the injection site with minimal systemic absorption. PTX levels (μg/g) in skin (or tumor) and (ng/mL) in plasma at 6, 24, and 48 hours after subcutaneous or intratumoral injection of IMAX (containing 1 mg 2E′) in healthy and CT26 tumor-bearing BALB/c mice (7–8 weeks). *n* = 4 mice per time point. Data are the mean ± SD. *P* value was calculated by Sidak multiple comparisons test, following two-way ANOVA.

### Locally injected IMAX did not alter systemic cytokine profiles, reflecting minimal systemic absorption in mice

To test the immediate systemic effect of IMAX, we measured circulating cytokine levels in the treated mice at 1 hour after IMAX injection (Fig. 2). We selected this time point based on the well-established cytokine kinetics, where proinflammatory cytokines rapidly reach peak levels within 1 to 3 hours following stimulation and subside thereafter (28). Two components of IMAX—2E′ and CDN—are agonists of TLR5 and STING pathways, respectively, and known to increase the production of CXCL9, CXCL10 (29), interleukins (IL), types I and II IFN, and tumor necrosis factor (TNF)-α (30, 31). Nevertheless, the locally injected IMAX did not increase the levels of cytokine/chemokines in the blood. Except for CXCL10, none of the examined proinflammatory chemokines or cytokines (IFN-α, TNF-α, IL-1β, CCL2, CCL5, and CXCL1) were elevated at 1 hour following local injection of IMAX in both healthy and tumor-bearing mice. This result is consistent with the biodistribution study, which indicates minimal drug absorption into the system following local IMAX injection.

**Figure 2.**
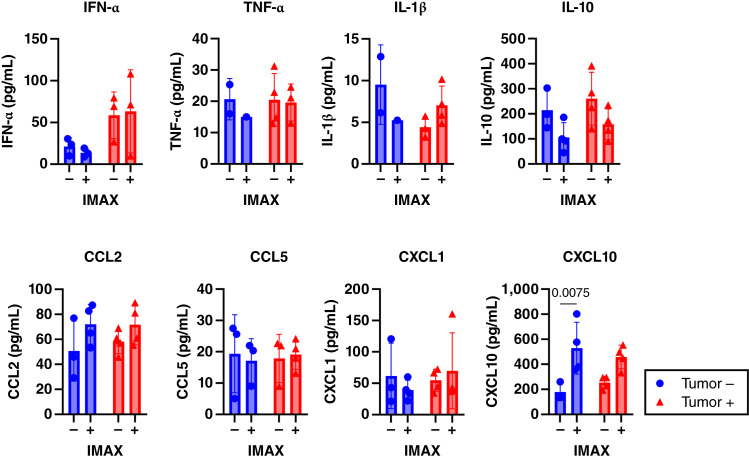
Locally injected IMAX does not alter systemic cytokine profiles reflecting minimal systemic absorption. Plasma levels of IFN-α, TNF-α, IL-1β, IL-10, CCL2, CCL5, CXCL1, and CXCL10 at 1 hour after subcutaneous or intratumoral injection of IMAX (containing 1 mg 2E′) in healthy and CT26 tumor-bearing BALB/c mice (7–8 weeks). *n* = 4 mice per group. Data are the mean ± SD. *P* value was calculated by Sidak multiple comparisons test, following two-way ANOVA.

### Locally retained IMAX induced time-dependent changes in the (immune) cell population at the injection site in mice

We examined temporal changes of tissue at the injection site in mice to gain mechanistic insights into IMAX’s antitumor effects (Fig. 3; Supplementary Fig. S2). Following subcutaneous or IT IMAX injection (IMAX consisting of 2E′ 1 mg, PTX 0.2 mg, and CDN 0.02 mg), a local skin response appeared grossly from 1 day after injection, developing a scab over the next few days. Mild swelling was observed at the injection site as early as 6 hours after injection and persisted over 24 hours. By 24 hours after the injection, mild erythema appeared in most mice, more prominently in the tumor-bearing mice. The swelling subsided by 48 hours, but the area of erythema slightly increased, appearing darker in the tumor-bearing mice, with small scabs forming at the injection site in most animals. By 9 days after injection, the injection site was mostly covered with dry scabs.

**Figure 3.**
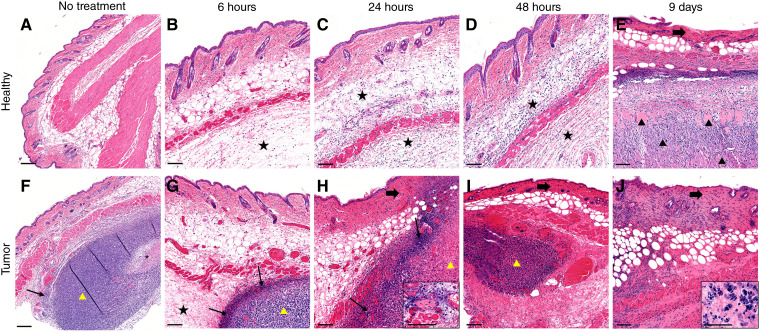
Skin histology of healthy or CT26 tumor-bearing BALB/c mice before and after IMAX treatment. **A,** Healthy mouse skin before treatment. **B,** At 6 hours after treatment, healthy mice develop subcutaneous edema and neutrophilic infiltration (★). **C,** At 24 hours after treatment and (**D**) 48 hours after treatment, subcutaneous edema and inflammation (★) remain. **E,** At 9 days after treatment, the epidermis and dermis are necrotic (

). Necrosis extends to the subcutis with areas of fibroblast proliferation and skeletal muscle necrosis and regeneration (▲). **F,** Tumor-bearing mouse before treatment. Note central necrosis (*) in tumor (

) and leukocytes infiltrating the peritumoral connective tissue (→). **G,** At 6 hours after treatment, tumor-bearing mice develop subcutaneous and peritumoral edema and neutrophilic infiltration (★) similar to healthy mice. Note leukocyte infiltration (→) at the periphery of the tumor (

). **H,** At 24 hours after treatment, the tumor (

) is extensively necrotic with marked peritumoral leukocytic infiltration (→). The overlying dermis is hypereosinophilic and compacted (

). Note extracellular blue-stained granular materials in necrotic areas (inset). **I,** At 48 hours after treatment, the tumor (

) is necrotic and the overlying dermis is hypereosinophilic and necrotic (

). **J,** At 9 days after treatment, the epidermis and dermis are necrotic (

). Intracellular and extracellular blue materials are also present (inset). Scale bars, 100 μm.

Histologic changes in healthy mice at 6 hours after IMAX treatment, compared with untreated control (Fig. 3A), included local hyperemia, moderate to marked edema, and mild to moderate neutrophilic infiltration within the subcutis (Fig. 3B). Hyperemia, edema, and inflammation progressed in severity at the 24- and 48-hour posttreatment time points, with numerous lymphocytes infiltrating the subcutis (Fig. 3C and D). At 9 days after treatment, full-thickness epidermal and dermal necrosis with necrotic neutrophils was present, with inflammation, fibrin, and necrosis extending into the surrounding connective tissues and underlying skeletal muscle (Fig. 3E). Some sections included areas of fibroblast proliferation and skeletal muscle necrosis and regeneration (Fig. 3E) and scattered, blue-stained extracellular granular materials. In some areas, the epidermis was ulcerated and replaced by a serocellular crust composed of necrotic neutrophils, serous fluid, and erythrocytes, corresponding to the scabbing observed grossly.

Tumors receiving IMAX showed comparable changes. Untreated tumors consisted of elongate to spindloid cells within a scant fibrovascular stroma with central necrosis (Fig. 3F). Neutrophils and fewer lymphocytes were present at the tumor periphery, and few neutrophils infiltrated the tumor mass (Fig. 3F). At 6 hours after IMAX treatment, subcutaneous edema and neutrophilic infiltration were observed similar to those in the healthy mice (Fig. 3G). Neutrophils, macrophages, and few lymphocytes infiltrated the peritumoral connective tissues (Fig. 3G). By 24 hours, in addition to increased subcutaneous edema and inflammatory cell infiltration, tumor tissue was markedly necrotic with scattered, blue-stained extracellular granular materials within necrotic areas (Fig. 3H). At 48 hours, increased inflammatory cells, including numerous neutrophils and macrophages, infiltrated the subcutis, and many tumor cells were shrunken with small dark pyknotic nuclei (apoptosis). The blue-stained granular materials were both extracellular and intrahistiocytic (Fig. 3I). Additionally, there was marked necrosis of the overlying epidermis and dermis (Fig. 3I). At 9 days after treatment, tumor tissue was not identified in most sections. They were similar to the healthy mice at 9 days after treatment, with full-thickness epidermal/dermal necrosis and crusting, along with inflammation, as well as necrosis of the subcutaneous connective tissues and muscle (Fig. 3J). The blue-stained granular material was mostly intrahistiocytic and abundant in areas of necrosis (Fig. 3J).

Overall, IMAX treatment induced quick infiltration of innate immune cells, resulting in tumor necrosis and regression, as well as locally extensive necrosis of the surrounding skin, connective tissues, and skeletal muscle in mice. The composition of the blue granular material is uncertain. Gram staining did not reveal Gram-positive bacteria (Supplementary Fig. S3), ruling out bacterial contamination. As this material was observed after treatment, mainly in areas of necrosis, in both healthy and tumor-bearing mice, we speculate that it represents nuclear debris from necrotic cells.

### The extent of local skin response to IMAX was dose-dependent in mice

We varied the IMAX dose (equivalent to 2E′ 1, 0.5, or 0.2 mg) to observe its effect on the severity of skin response in healthy BALB/c mice and CT26 tumor-bearing mice (Fig. 4). The skin response was dose-dependent in both groups (Fig. 4A). IMAX (2E′ 1 mg) induced a pronounced and sustained scab formation, with a mean peak scab area of 83.5 ± 24.7 mm^2^ on day 13 in tumor-bearing mice, which resolved in 30 days. Lower doses produced smaller scabs (peak scab area on day 8: 52.8 ± 6.2 mm^2^ for IMAX with 2E′ 0.5 mg and 12.8 ± 3.5 mm^2^ for IMAX with 2E′ 0.2 mg), and they resolved within 20 days. Of note, the overall scab burden (quantified as the area under the curve of scab area vs. time plot) was significantly higher in healthy mice than in tumor-bearing mice (*P* = 0.0024) at the highest dose (Fig. 4B and C), even though local drug retention was lower in healthy skin (Fig. 1). We speculate that the scab formation may have resulted from drug spillage to normal skin tissue, which likely had a more pronounced effect in healthy mice with no tumor to act as a drug reservoir.

**Figure 4.**
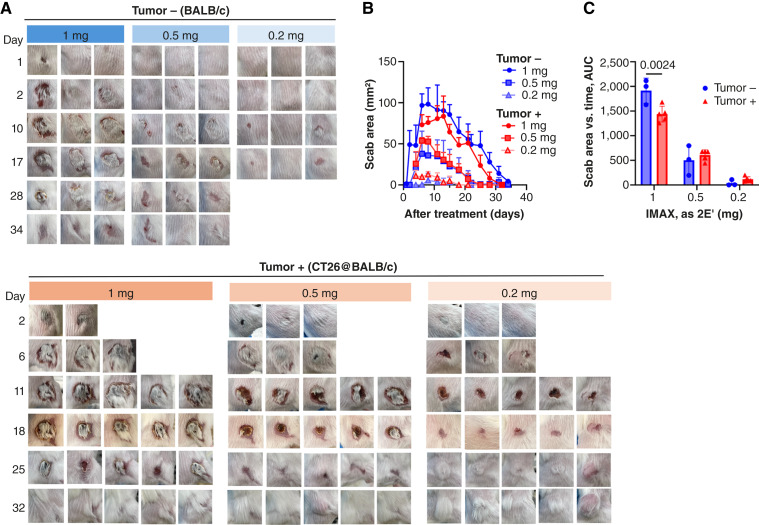
Locally injected IMAX shows dose-dependent skin response in mice. **A,** Scab formation at the injected site after dosing 0.2, 0.5, and 1 mg IMAX (2E′ equivalent) in healthy and CT26 tumor-bearing BALB/c mice (7–8 weeks). *n* = 3 (healthy mice) and 5 (tumor-bearing mice) per group. **B,** Average scab area over time. **C,** Area under the curves (AUC) of scab area vs. time plots in mice receiving different IMAX doses. *P* value was calculated by Sidak multiple comparisons test, following two-way ANOVA. Data are the mean ± SD.

We also compared tissue responses to subcutaneously injected 2E′/PTX (binary complex omitting CDN from IMAX) and IMAX in healthy C57BL/6 mice varying the dose (equivalent to 2E′ 1, 0.2, or 0.1 mg). IMAX induced dose-dependent skin responses at the injection site from day 1, aggravating through day 7 (Supplementary Fig. S4), like those in BALB/c mice (Fig. 4). The response to 2E′/PTX seemed to be milder, suggesting that CDN may be the main cause of the skin response.

### IMAX was effective at one-fifth of the initially tested dose in mice

In light of the dose-dependent skin response to IMAX, we examined whether the dose could be reduced without compromising antitumor effect (Fig. 5A and B). In the CT26 tumor model, IMAX containing 2E′ 1 mg, PTX 0.2 mg, and CDN 0.02 mg (typical dose used in earlier studies for various murine tumor models; refs. 2, 8) induced complete tumor regression in all treated mice (five of five), as previously seen (2), for the duration of observation (160 days). Similarly, IMAX led to complete regression in four of five mice at doses equivalent to 2E′ 0.5 and 0.2 mg. Further reductions of IMAX dose (equivalent to 2E′ 0.05 and 0.005 mg) did not delay tumor progression. This result indicates that the IMAX is effective at one-fifth of the originally tested dose in inducing complete tumor regression in 80% of the treated mice (Fig. 5C).

**Figure 5.**
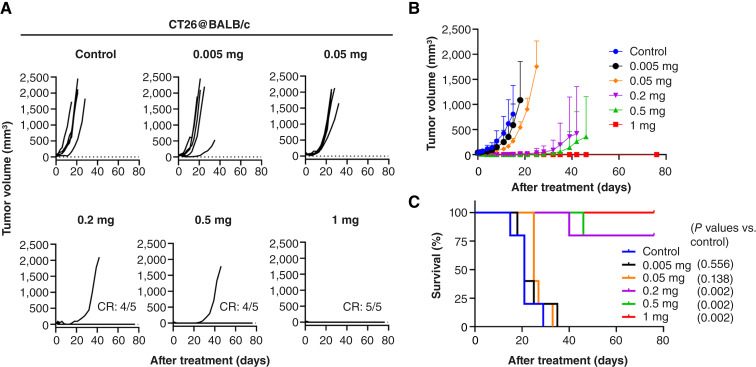
IMAX achieves complete tumor regression at a reduced dose (0.004 mg/mm^3^) in BALB/c mice with CT26 tumor. **A,** CT26 tumors at 30 to 50 mm^3^ were treated with IMAX at concentrations of 1, 0.5, 0.2, 0.05, or 0.005 mg 2E′ equivalent or PBS (control) via intratumoral injection (*n* = 5 per dose). **B,** Average tumor growth curves (mean with SD) and (**C**) survival curves of all groups after treatment. *P* values (numbers in parentheses) were calculated by log-rank (Mantel–Cox) test.

### IMAX was well-tolerated in healthy laboratory dogs

The safety of locally injected IMAX was tested in laboratory beagle dogs. Given that IMAX equivalent to 2E′ 0.2 mg was considered a minimum effective dose for treating 50 mm^3^ in mice (0.004 mg/mm^3^), we used IMAX equivalent to 2E′ 2 mg on one side and IMAX equivalent to 2E′ 1 mg on the other side in each of the first two laboratory dogs (1W and 2P), which would be appropriate for treating 500 and 250 mm^3^ tumors (not considering allometric scaling), respectively. The third laboratory dog (3C) was treated with IMAX equivalent to 2E′ 2 mg on one side.

The IMAX treatments were generally well tolerated with manageable adverse events. VCOG grade 1 to 2 fever was observed after the treatment. The body temperature of the laboratory dogs peaked at 6 to 10 hours after treatment, with a maximum of 103.7°F, and returned to normal temperature 4 hours after the peak. The fever is in line with immunostimulatory functions of IMAX components, such as 2E′ (TLR5 activator) and CDN (STING agonist), which induce production of proinflammatory cytokines and other immune infiltrates (32, 33). VCOG grade 1 to 2 lethargy was observed during the fever, followed by grade 1 lethargy that persisted for 24 to 36 hours after treatment. Neutrophilic leukocytosis was also noted within 24 hours after treatment. The leukocytosis resolved within 7 days after treatment. The administration of dexamethasone (0.1 mg/kg s.c.) and diphenhydramine (2 mg/kg s.c.) after the onset of fever did not seem to alter the course of the fever, as the reaction was similar in dogs receiving the drugs and those not receiving the drugs. Mild discomfort at the injection site was observed and resolved within 1 to 2 days.

### Tumors in companion dogs responded to IMAX treatment

As IMAX equivalent to 2E′ 2 mg was well tolerated in all three laboratory dogs, including one with the lowest body weight tested, 7.8 kg, we used IMAX containing 2E′ 2 mg, PTX 0.4 mg, and CDN 0.04 mg per 7.8 kg body weight (corresponding to 2E′ 0.25 mg/kg, PTX 0.05 mg/kg, and CDN 0.005 mg/kg) as the safe dose for the pilot study in companion dogs. We determined the dose based on body weight, expecting that, in the unlikely event that the drug rapidly entered the systemic circulation through tumor vasculature, it would still be tolerable. Table 2 summarizes the information and IMAX regimen for the treated companion dogs. Figure 6 shows tumor size change over time based on caliper measurements, with the best tumor responses summarized in Table 3.

**Figure 6.**
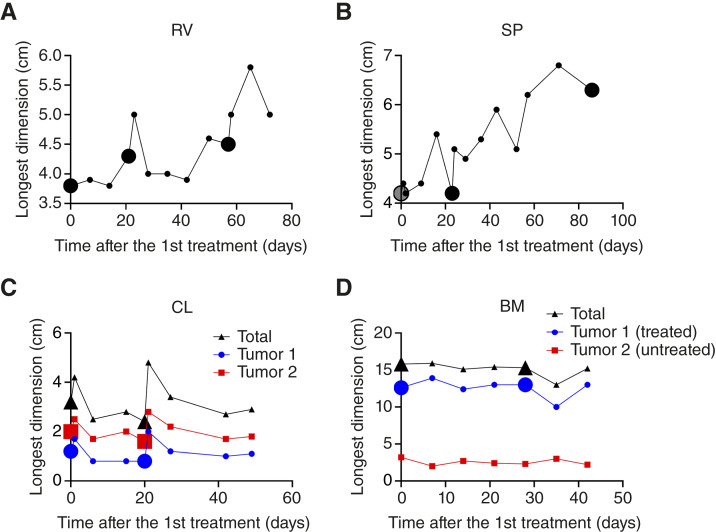
Tumor response to locally injected IMAX in companion dogs. **A,***Dog RV* soft tissue sarcoma. **B,***Dog SP* soft tissue sarcoma. **C,***Dog CL* mammary tumors. **D,***Dog BM* mammary tumors. Larger symbols indicate the times at which IMAX was administered.

**Table 3.** Tumor response in companion dogs.

Subject - dog	Tumor diagnosis	TNM status	Number of tumors	Best response
RV	STS	T2N0M0	1	iSD
SP	STS	T2N0M0	1	iSD
CL	MCa	T1N0M0	2	iSD
BM	MCa	T3N0M1^a^	2	iSD

Abbreviations: MCa, mammary carcinoma; STS, soft tissue sarcoma; TNM, tumor–node–metastasis.

TNM: T (tumor size: T1 = <3 cm, T2 = 3–5 cm, and T3 = >5 cm); *N* (node status: 0 = none and 1 = present); M (metastasis: 0 = none and 1 = present; TNM classification of tumors in domestic animals. Geneva: World Health Organization; 1980).

a M1 is presumptive, based on imaging only.

Dog RV had one tumor (soft tissue sarcoma, 7.6 cm^3^) and received IMAX by intratumoral injection a total of three times at a dose equivalent to 2E′ 4.4 to 5.6 mg per time. Some leakage occurred at the injection site immediately following the IMAX injection, indicating that the entire dose likely did not stay inside the tumor. The dog’s best overall response was iSD. iCPD was noted at week 9, and the tumor was definitively removed at week 10 via amputation.

Dog SP had one tumor (soft tissue sarcoma, 25.7 cm^3^) and received IMAX intratumoral three times at a dose of 8 to 8.4 mg 2E′. The dog’s best overall response was iSD. iCPD was noted at week 6, and the tumor was definitively removed at week 12 via amputation.

Dog CL had two mammary carcinomas measuring 0.3 and 1 cm^3^, respectively, at the time of the first treatment. The larger tumor (1 cm^3^) was treated with IMAX two times at a dose of 0.6 to 0.9 mg 2E′ equivalent, and the smaller tumor (0.3 cm^3^) was treated two times with IMAX at 0.5 to 0.6 mg 2E′ equivalent. The tumor size increased the day after each treatment but subsided in the following days, suggesting that the temporary increase may have been IMAX-induced swelling as observed in mice. The dog’s best overall response was a 25% reduction in the sum of the longest dimensions of all tumors, which was classified as iSD. At week 7, the tumors were surgically removed via mastectomy while still classified as iSD.

Dog BM had two mammary carcinomas measuring 3.1 cm^3^ (right caudal mammary gland) and 36.3 cm^3^ (left caudal mammary gland), respectively. The larger tumor (36.3 cm^3^) in the left caudal mammary gland was treated with IMAX two times at a dose of 10.8 to 11 mg 2E′ equivalent. The size of both tumors was monitored. The dog’s best overall response was an 18% reduction in the sum of the longest dimensions of the tumors, which was classified as iSD. The tumors were removed at week 6 via mastectomy while still classified as iSD.

These results indicate that IMAX, despite the conservative doses based on body weight, induced measurable responses, especially in dogs with mammary carcinoma. Adverse events included fever (grades 1–2, two dogs), lethargy (grade 1, one dog), pain at injection site (grades 2–3, three dogs), erythema (grade 1, three dogs), swelling (grade 1, three dogs), total bilirubin elevation (grade 3, one dog), bruising (grade 1, two dogs), and dermal nodules/rash (grade 1, two dogs). 

### IMAX induced histologic changes in tumors of companion dogs

The canine tumors were evaluated histologically (Fig. 7) and graded based on established grading schemes for canine soft tissue sarcoma and canine mammary carcinoma, respectively (34, 35). Diagnoses for each biopsy specimen are listed in Table 4.

**Figure 7.**
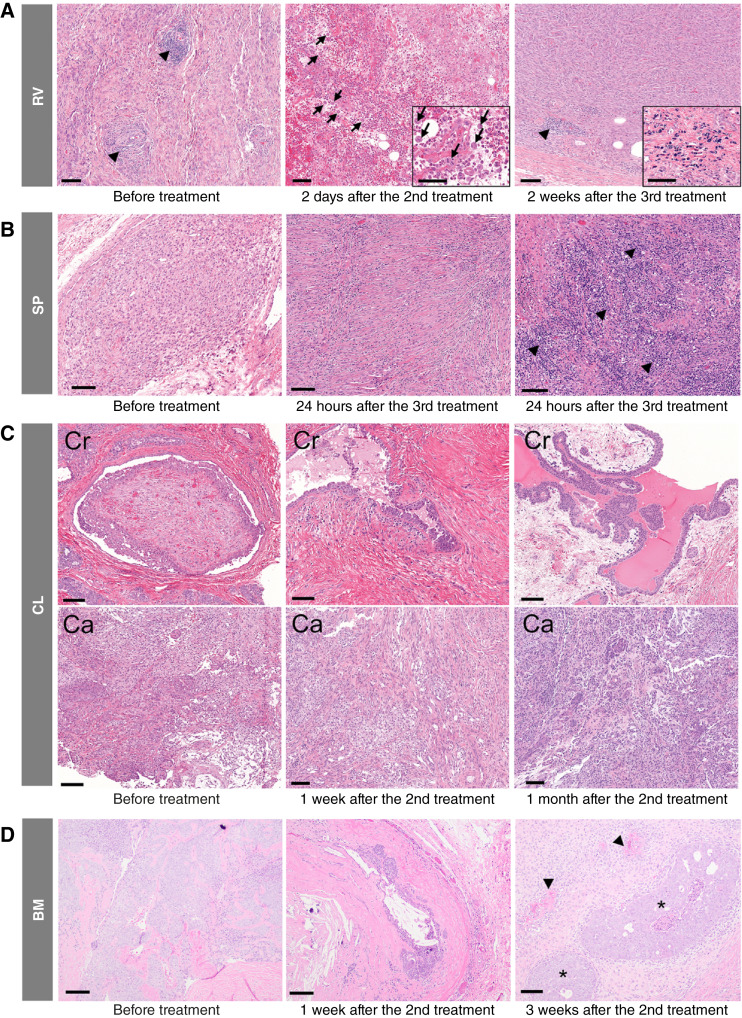
Histology of companion dog tumors before and after IMAX treatment. **A,** Histology of *dog RV* soft tissue sarcoma. Left, perivascular lymphocytic infiltration (▲). Middle, lack of identifiable tumor cells and marked leukocytic (primarily neutrophils) infiltration with mitotically active giant cells (→). Right, perivascular lymphocytic infiltration (▲) and blue extracellular and intracellular granular materials (inset) located mainly at the tumor periphery. **B,** Histology of *dog SP* soft tissue sarcoma. Right, marked intratumoral lymphocytic infiltration (▲). **C,** Histology of *dog CL* mammary carcinomas. Ca, caudal mammary gland; Cr, cranial mammary gland. **D,** Histology of *dog BM* mammary carcinoma. Right, some areas of the tumor 3 weeks after the second treatment include both malignant epithelial (*) component and malignant mesenchymal component with osteoid (▲), characteristic of carcinosarcoma. Scale bars, 100 μm.

**Table 4.** Biopsy diagnoses for companion dogs.

Subject - dog	Biopsy 1	Biopsy 2	Biopsy 3
RV	Before treatment Soft tissue sarcoma, grade I	2 days after the second treatment Granulomatous to pyogranulomatous dermatitis with bizarre mitoses	2 weeks after the third treatment Soft tissue sarcoma, grade II^a^
SP	Before treatment Soft tissue sarcoma, grade II	24 hours after the third treatment Soft tissue sarcoma, grade II^a^	Not applicable
CL	Before treatment Cranial: ductal carcinoma, grade I Caudal: complex carcinoma, grade I	1-week after the second treatment Cranial: ductal carcinoma Caudal: complex carcinoma	1-month after the second treatment Cranial: ductal carcinoma, grade I Caudal: complex carcinoma, grade I^a^
BM	Before treatment Solid simple carcinoma, grade III	1-week after the second treatment Carcinoma	3 weeks after the second treatment Grades II and III carcinomas, osteosarcoma features, carcinosarcoma^a^

a Denotes final biopsies obtained from definitive surgeries to remove the tumors (RV, SP: amputated limbs; CL, BM: mastectomies).

Dog RV was initially diagnosed with a grade I (low grade) soft tissue sarcoma. In the pretreatment specimen, small to moderate numbers of lymphocytes, plasma cells, and eosinophils were observed around multiple intratumoral and peritumoral blood vessels (Fig. 7A). Neoplastic cells did not immunolabel with 2′,3′-cyclic nucleotide 3′-phosphodiesterase (CNPase), S100, or smooth muscle actin IHC antibodies, ruling out peripheral nerve sheath tumor and leiomyosarcoma. In the biopsy obtained 2 days after the second treatment, extensive necrosis and hemorrhage were present, and neoplastic cells were not definitively identified in the examined sections. A few small clusters of elongate to spindled cells were admixed with inflammatory cells. Within the dermis, a marked neutrophilic and histiocytic infiltration was observed, mixed with fibrin and necrotic cell debris. Throughout the section were numerous large round cells exhibiting bizarre mitoses [Fig. 7A (middle), indicated by arrow]. IHC for CD3 revealed a low number of T cells with strong membranous staining within the superficial and deep dermal connective tissues, among numerous macrophages with moderate to strong cytoplasmic ionized calcium-binding adapter molecule 1 (Iba-1) staining and strong cytoplasmic vimentin staining. The large cells interpreted as bizarre mitotic figures on H&E were negative for CD3, Iba-1, and cytokeratins but positive for vimentin (Supplementary Fig. S5), suggesting mesenchymal origin. The third biopsy was obtained at the time of limb amputation, 2 weeks after the third treatment. The tumor had recurred as a large, highly cellular neoplasm diagnosed as a grade II (medium grade) soft tissue sarcoma (Fig. 7A). At the margin of one section was an area of locally extensive granulomatous to pyogranulomatous inflammation, including a few multinucleated giant cells containing nonstaining intracytoplasmic crystalline material interpreted as suture material. Adjacent to this area, and deeper in the mass, was an area of extensive necrosis and hemorrhage, surrounded by aggregates of lymphocytes and fewer plasma cells, and a focus of large macrophages occasionally containing nonstaining crystalline material (suture). Within areas of necrosis, numerous macrophages contained intracytoplasmic, deep blue, granular material (Fig. 7A).

Dog SP was initially diagnosed with a grade II soft tissue sarcoma. In the pretreatment biopsy, the inflammatory component was minimal, consisting mainly of scattered intratumoral and peritumoral CD18^+^ macrophages (Fig. 7B). The second biopsy (24 hours after the third treatment) was obtained at the time of limb amputation, and the diagnosis was again grade II soft tissue sarcoma. Being a surgical biopsy, this biopsy was much larger than the pretreatment biopsy and better indicated the aggressive nature of the tumor. There was an area of suspected tumor loss consisting of extensive necrosis and granulocytic infiltration (Fig. 7B). Moderate to marked numbers of lymphocytes infiltrated the neoplasm. Numerous small lymphocytes and fewer plasma cells, which occasionally formed small aggregates often in perivascular areas, were suggestive of tumor regression (Fig. 7B). Multifocally within the mass were areas of necrosis with infiltration by neutrophils and fewer macrophages, erythrocytes, and hemosiderophages mixed with cell debris (Fig. 7B).

Dog CL was initially diagnosed with a grade I (low grade) mammary ductal carcinoma in the cranial gland and a grade I mammary complex carcinoma in the caudal gland. In the second specimen (1-week after the second treatment), a few ill-defined neoplastic epithelial nests within a dense fibrous stromal and mild peritumoral lymphoplasmacytic infiltration remained, indicative of a potentially regressing tumor (Fig. 7C). Neoplastic cells had a mostly sarcomatoid morphology with a focal squamous nodule (Fig. 7C). Histologic findings were similar in the third biopsy specimen obtained at 1 month after the second treatment, with mostly sarcomatoid and rare squamous nests of neoplastic cells (Fig. 7C). In the cranial mass, lymphocytes, fewer plasma cells, and rare mast cells surrounded some of the neoplastic ducts (Fig. 7C). Overall, the posttreatment biopsies showed morphologic alterations in tumor cells, reduced tumor density, and the presence of inflammatory infiltrates.

Dog BM was initially diagnosed with a grade III (high grade) solid carcinoma in the left caudal mammary gland (Fig. 7D). Moderate mitotic activity and a very mild, mixed cellular peritumoral inflammatory reaction were noted. A second mass was present in the right caudal mammary gland and was confirmed to be a grade II ductal mammary carcinoma at the time of mastectomy. This second mass was not treated with IMAX but monitored. The second biopsy of the treated mass in the left caudal mammary gland was obtained 1 week after the second treatment (Fig. 7D). The tumor had become a multinodular, collagen-rich, and multifocally mineralized mass, with only small regions of neoplastic cells, consistent with tumor regression. Lymphoplasmacytic inflammation with formation of lymphoid follicles was present in the surrounding tissues. The third biopsy (3 weeks after the second treatment) was obtained at the time of mastectomy. Different regions of the left caudal mammary mass were classified as ductal mammary carcinoma grade II and simple mammary carcinoma grade III. The center of the left caudal mass had become mineralized and acquired features of a malignant mesenchymal neoplasm similar to those found in osteosarcoma. The mixed malignant epithelial and mesenchymal neoplastic characteristics were indicative of a carcinosarcoma (Fig. 7D). An inflammatory reaction was mostly absent.

Overall, these histologic changes in the canine tumors were consistent with those in mice, represented by infiltration of innate immune cells, including neutrophils, macrophages, and lymphocytes, as well as tumor necrosis.

### RNA-seq analysis of companion dog tumor biopsies suggested early upregulation of the innate immune system by IMAX

To complement the histologic evaluation, we performed RNA-seq analysis on biopsies from the dogs RV (one location before treatment and two locations after treatment within the same mass), CL (two locations, cranial and caudal tumors), and BM (one location). 

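Strand-specific libraries were made from biopsies of 4 tumors in 3 companion dogs, 13 libraries in all. Dog RV, with a soft tissue sarcoma, contributed 4 libraries. They were taken before treatment, at 2 days after the second dose, and at 2 weeks after the third dose. The last time point has 2 libraries, from the injection site and from an adjacent site. Dog CL contributed 6 libraries, from a cranial and a caudal mammary tumor before treatment and at 1 week and 1 month after the second dose. Dog BM contributed 3 libraries from the left caudal mammary mass, before treatment and at 1 week and 3 weeks after the second dose. Apart from the 2 late sites of dog RV, each tumor had 1 library per time point, so within a tumor no difference between time points has a replicate check. The libraries were grouped as before treatment (4 libraries), early (4 libraries, 2 days for RV and 1 week for CL and BM) and late (5 libraries).

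The authors aligned the reads to CanFam4.0 and deposited the number of reads counted on each of 43427 gene symbols, without normalization. Total counts per library ranged from 16259854 to 27707651 before treatment (median 19432634), from 14211531 to 27611423 early (median 19947752), and from 11622444 to 29931125 late (median 18582272). The paper's stated depth is 30 to 40 M reads per sample (megareads), which are sequenced reads, and the values given here use the counts on genes. The 20118 genes kept by edgeR's filterByExpr function were normalized by the TMM method and fitted in edgeR's quasi-likelihood model with the tumor as a block, so that each posttreatment biopsy was compared with the pretreatment biopsy of its own tumor. The biological coefficient of variation common to all genes was 0.672, with 7 residual degrees of freedom. Changes within a single tumor were taken as differences of log2 CPM (counts scaled by library size and the TMM factor) with a prior count of 2.

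From before treatment to early, the libraries also differed in measures that did not move in the same direction in every tumor. Ribosomal protein genes took 17.2% of the counts in dog RV before treatment and 3.32% at 2 days, 13.1% in the caudal tumor of dog CL before treatment and 6.95% at 1 week, and 5.46% in dog BM before treatment and 7.29% at 1 week. The level of genes in gene-dense regions relative to genes in gene-sparse regions was -1.02 log2 in the caudal tumor of dog CL before treatment, the lowest of the 13 libraries, and 0.26 in that tumor at 1 week. Long noncoding RNA genes took 5.42% of the counts in the 2-day library of dog RV and at most 1.74% in every other library. In that 2-day library the mean of the epidermis marker genes was 7.64 log2 CPM, against 0.62 in the same mass before treatment. From early to late, 2 measures moved alike in every tumor. The ribosomal share rose, from 4.89% to 12.1% in CL cranial and from 7.29% to 7.51% in BM. Genes with at least 10 counts became fewer, from 25168 to 15777 and 15937 in RV and from 19056 to 16816 in BM. They were also fewer late than before treatment in every tumor. These shifts cannot be told apart from the late time point.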

Figure 8A summarizes the changes of treated tumors in gene expression relevant to cGAS-STING, TLR, and NFκB pathways before and after IMAX treatment. 

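The pathway lists were written from general knowledge of the pathways before the counts were examined, since the paper's text does not print its curated lists. The table held 77 of the 81 genes listed for cGAS-STING, 88 of the 92 for TLR, and 97 of the 100 for NFκB, and 75, 85, and 94 of these were expressed enough to be tested. Each list joined signaling components, such as sensors, adaptors, kinases, and transcription factors, with target genes induced downstream.

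The median change of each list from before treatment was above 0 in all 4 tumors, both early and late. For cGAS-STING it was 1.67 log2 in RV, 1.04 in CL cranial, 0.62 in CL caudal, and 0.59 in BM early. The mean was 0.98 ± 0.50 (SD, n = 4 tumors), and the late mean was 0.18 ± 0.17 (SD, n = 4). For TLR the early values were 1.22, 0.65, 0.21, and 0.48 in the same order, a mean of 0.64 ± 0.43 (SD, n = 4), against a late mean of 0.23 ± 0.13 (SD, n = 4). For NFκB the early values were 1.63, 0.73, 0.40, and 0.63, a mean of 0.85 ± 0.54 (SD, n = 4), against a late mean of 0.22 ± 0.15 (SD, n = 4). An exact two-sided sign-flip test over the 4 tumors gave p = 0.125 for each list at each time, the smallest p that 4 tumors allow. The tumors of dog CL share a host and are not independent animals. The 2 late sites of dog RV, sampled on the same day, differed from each other by a list median of 0.14 log2 for cGAS-STING, 0.14 for TLR, and 0.10 for NFκB. Among 10000 random lists of equal size and matched expression these differences lay at the 94.9, 95.7, and 90.9 percentiles. High percentiles thus also arose between 2 biopsies of the same day.

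**Figure D1:**
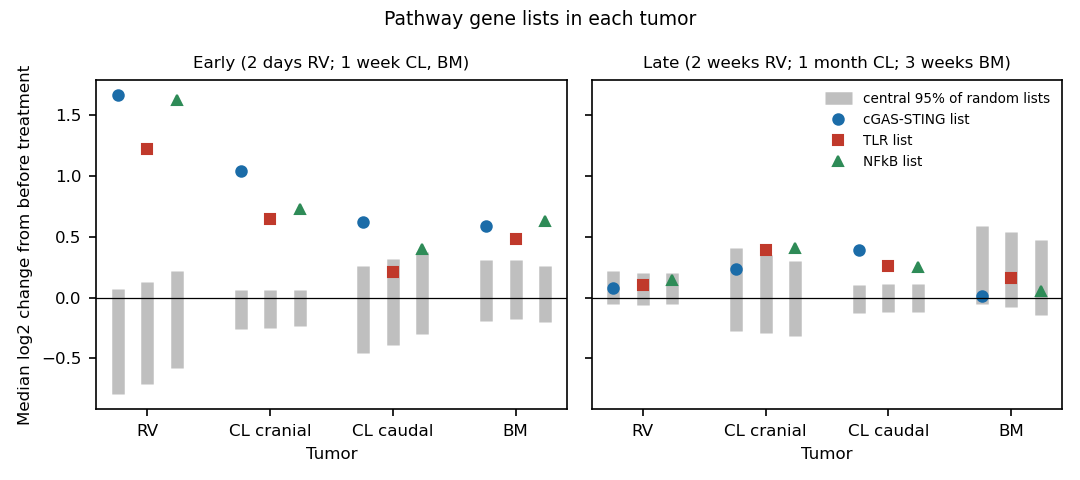
Median log2 change from before treatment (vertical axis) of the cGAS-STING (circles), TLR (squares), and NFκB (triangles) lists in each tumor (horizontal axis), early on the left and late on the right, with gray bars for the central 95% of 10000 random gene lists of equal size and matched expression. Early, the lists stand above the gray bars in all tumors except TLR in CL caudal, where the median of 0.21 lies inside its bar.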

All three dogs showed early upregulation of most genes within these pathways following IMAX treatment (2 days for RV and 1 week for CL and BM) compared with before treatment, consistent with histologic evidence of innate immune activation. 

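Early after treatment, 53 of the 75 cGAS-STING genes were higher than before in RV (70.7%, 95% Wilson interval 59.6% to 79.8%) and 58 in CL cranial (77.3%, 66.7% to 85.3%). The numbers were 54 in CL caudal (interval 61.0% to 80.9%) and 60 in BM (80.0%, 69.6% to 87.5%). Of the 85 TLR genes, 60 were higher in RV (70.6%, 60.2% to 79.2%) and 69 in CL cranial (81.2%, 71.6% to 88.1%). In the other tumors they were 45 in CL caudal (52.9%, 42.4% to 63.2%) and 61 in BM (71.8%, 61.4% to 80.2%). Of the 94 NFκB genes, 74 were higher in RV (78.7%, 69.4% to 85.8%) and 78 in CL cranial (interval 74.1% to 89.2%). Fewer were higher in the other tumors, 57 in CL caudal (60.6%, 50.5% to 69.9%) and 70 in BM (74.5%, 64.8% to 82.2%). The intervals cover counting of genes only, and genes are not independent of each other. Among all tested genes, the share higher early ran from 49.1% in BM to 54.5% in RV. Set against 10000 random lists of equal size and matched expression, the list medians were at or above the 98.1 percentile in every tumor, apart from TLR in CL caudal at the 92.4 percentile. With signaling components only, cGAS-STING in BM stood at the 95.5 percentile, inside the central 95%. In all 4 tumors at once, 33 of the 75 cGAS-STING genes (44.0%), 25 of the 85 TLR genes (29.4%), and 33 of the 94 NFκB genes (35.1%) were higher. This held for 10.2% of the 19662 other genes, and chance gives 6.25%.

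In the fit over all 13 libraries with the tumor as a block, the median log2 fold change early against before was 1.26 for cGAS-STING (59 of 75 genes higher, adjusted p = 9.21e-13), 0.96 for TLR (71 of 85, adjusted p = 3.77e-07), and 1.01 for NFκB (80 of 94, adjusted p = 2.23e-09), by limma's camera test with Benjamini-Hochberg adjustment over 6 set tests. The median over all genes was 0.25 in that fit. The camera p-values assume a fixed inter-gene correlation and would be too small if the listed genes vary together more strongly. Without the block, the medians were 0.84, 0.56, and 0.81, with adjusted p-values of 9.04e-13, 7.12e-07, and 1.73e-09 by the same test. The deviations of a tumor's before and early libraries from their group means correlated across genes with a mean r of 0.23 (from -0.05 to 0.48), against -0.07 between libraries of different tumors. The pairing within tumors was therefore only partly visible at this time point. The alternative that moved cGAS-STING most kept only its signaling components, which gave a median of 0.63.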

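At the late time points (2 weeks for RV, 1 month for CL, and 3 weeks for BM), 58.7% of the cGAS-STING genes were higher than before treatment in RV, 57.3% in CL cranial, 66.7% in CL caudal, and 50.7% in BM. For TLR the shares were 61.2%, 57.6%, 64.7%, and 56.5% in the same order, and for NFκB 64.9%, 61.7%, 62.8%, and 55.3%. In RV and BM the list medians fell between the 5.96 and 85.7 percentiles of the matched random lists. In CL caudal all 3 lists stood at the 100 percentile, with medians of 0.39, 0.26, and 0.25 log2, and there the TLR median was no lower than its early value. In CL cranial, cGAS-STING stood at the 81.1 percentile, TLR at 98.7, and NFκB at 99.7. The caudal library at 1 month shared the low level of genes in gene-dense regions with the caudal library before treatment (-0.82 log2).

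Over all tumors, the median log2 fold change late against before was 0.11 for cGAS-STING (adjusted p = 0.0920), 0.13 for TLR (adjusted p = 0.0181), and 0.18 for NFκB (adjusted p = 0.00182) by limma's camera test with the tumor as a block, and 0.06, 0.21, and 0.21 without the block. Limma's fry test, which does not set a list against the other genes, gave adjusted p-values of 0.649, 0.321, and 0.321. Before and late libraries of the same tumor deviated together with a mean r of 0.57, against -0.19 between tumors. Genes higher late in all 4 tumors numbered 3 for cGAS-STING, 11 for TLR, and 13 for NFκB, where 7.03% of the other genes were.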

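Single-sample gene set enrichment scores (ssGSEA, rank weight 0.25, on a scale from -1 to 1) were computed for 14 sets in the 1-week and pretreatment libraries of dog CL. The sets were the 3 pathway lists and 11 lists of immune cell types and signaling written before the counts were examined. In the cranial tumor all 14 sets scored higher at 1 week, and 13 of the changes lay above the central 95% of 1000 random sets matched on size and expression, the exception being B cells at the 96.6 percentile. In the caudal tumor 12 sets scored higher, and the changes of 3 lay above it, namely cGAS-STING, TLR, and type I interferon (IFN) signaling. The scores of T cells rose by 0.316 in the cranial and 0.0342 in the caudal tumor, those of NK cells by 0.294 and 0.0239, and those of dendritic cells by 0.214 and 0.0246. Neutrophils rose by 0.292 in the cranial tumor and changed by -0.0451 in the caudal tumor, and B cells by 0.0542 and -0.0190. Type I IFN signaling rose by 0.184 and 0.111, MHC class I presentation by 0.102 and 0.0451, and MHC class II presentation by 0.0543 and 0.0248. The median change over the MHC class II genes was 1.27 log2 in the cranial tumor, with 13 of 15 genes higher. In the caudal tumor it was -0.0495, with 7 of 15 higher, against the direction of the score. With 1 library per tumor and time point these changes have no replicate check. The number of sets higher in both tumors was 12, and it moved most, to 10, with offsets for gene density and gene length, an alternative chosen after seeing the data.

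**Figure D2:**
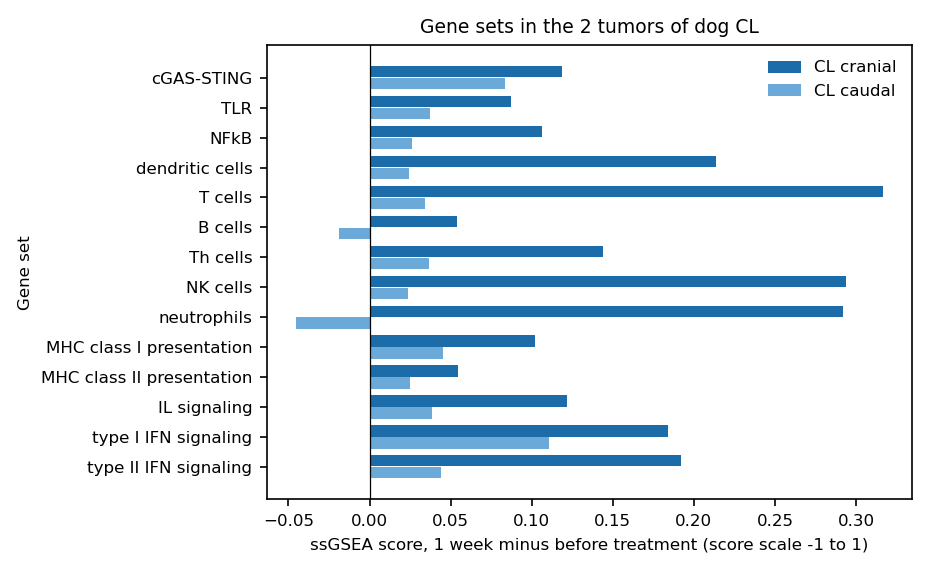
Change in ssGSEA score from before treatment to 1 week (horizontal axis, score scale -1 to 1) for each of 14 gene sets (vertical axis) in the cranial (dark bars) and caudal (light bars) tumors of dog CL, 1 library per tumor and time point. B cells and neutrophils in the caudal tumor, at -0.0190 and -0.0451, are the only bars below 0.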

At later time points (2 weeks for RV, 1 month for CL, and 3 weeks for BM) after IMAX treatment, gene expression returned to baseline, showing patterns similar to before treatment. ssGSEA analysis (Fig. 8B) shows notable upregulation of gene set profiles associated with increased immune cell infiltration (dendritic cells, T cells, B cells, Th cells, NK cells, and neutrophils) and tumor immunogenicity (MHC I/II presentation, IL/IFN signaling, TLR signaling, NFκB signaling, and STING pathway) in the 1 week post-IMAX treatment biopsies of dog CL, who had reduction in tumor size. These trends suggest that local IMAX treatment induced early upregulation of genes relevant to innate immune activation.

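Among single genes, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 20118 genes called 1 gene at an adjusted p-value under 0.05 early, 0 late, and 2 between early and late. At an unadjusted p-value under 0.05 there were 2184, 805, and 5355. None of the listed pathway genes passed over all genes, but adjusted over the list alone 25 cGAS-STING, 8 TLR, and 6 NFκB genes did, all of them higher. DESeq2's Wald test moved these counts most, to 956 genes early (783 of them higher), 7 late, and 4809 between early and late. On simulated counts with the spread of these data and 200 changed genes, DESeq2 recovered 141 with 31.2% false calls. On the same counts edgeR recovered 99 with 0 false calls. Without the tumor as a block edgeR called 0 genes in each comparison, and 2324 early at an unadjusted p-value under 0.05; early and late libraries of the same tumor deviated together with a mean r of 0.26.

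The gene called early was TGM2, on chromosome 24 from 27198294 to 27229594 of UU_Cfam_GSD_1.0. Its level was 6.52 ± 8.78 CPM before (SD, n = 4) and 78.0 ± 78.5 CPM early (SD, n = 4), a log2 fold change of 3.85 (standard error 0.45, adjusted p = 0.0475 from edgeR's test), higher in 4 of 4 tumors. It lost the call in every fit that left out 1 tumor, with adjusted p-values from 0.159 to 0.514 by edgeR, and without the block, at 0.427. STING1, on chromosome 2 from 33908726 to 33916993, rose from 11.7 ± 5.05 CPM to 51.8 ± 14.5 CPM (SD, n = 4 each). Its log2 fold change was 2.26 (standard error 0.52, adjusted p = 0.157 from edgeR's test), and it was higher in 4 of 4 tumors. CGAS rose by 2.79 log2 (standard error 1.01, adjusted p = 0.361 by edgeR), also in 4 of 4 tumors. The largest rises shared by all 4 tumors were 4.06 for ZBP1, 4.04 for ISG20, and 3.89 for OASL in the cGAS-STING list. They were 3.57 for IRF7, 2.84 for CXCL11, and 2.66 for IRF5 in the TLR list and 3.24 for PLAU, 2.82 for SYK, and 2.81 for LYN in the NFκB list. None of these had an adjusted p-value by edgeR under 0.117. In the fit without RV the rises were smaller, at 2.81, 2.24, and 2.96 for ZBP1, ISG20, and OASL. They were 2.59, 1.53, and 1.96 for IRF7, CXCL11, and IRF5, and 1.62, 1.15, and 1.23 for PLAU, SYK, and LYN. In that fit CGAS was at 1.48 and STING1 at 1.785. The cytokine genes CCL2, IL10, and CCL5 were higher in 4 of 4 tumors, with log2 fold changes of 2.48, 2.03, and 1.48, while CXCL10, at 1.82, was higher in 2 of 4. TNF, at 2.08, and IL1B, at 2.23, were higher in 3 of 4, with changes of -0.41 in BM and -1.02 in CL caudal. Without RV, CCL2 was at 1.43, CXCL10 at 0.80, TNF at 0.38, and IL1B at 0.53, while IL10 and CCL5 were both at 2.06. TLR5 had 0 counts in every library, and IFNB1 at most 19, so neither was tested. CXCL11, TNF, and IL1B had only 26, 75, and 40 counts in total over the 4 libraries before treatment. Their fold changes rest on values near the floor and are uncertain. The paper reports an early rise of these pathways in 3 dogs, a later return, and higher ssGSEA profiles in dog CL at 1 week. From its trends the paper proposes that local IMAX treatment raised the expression of innate immune genes soon after dosing.

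**Figure D3:**
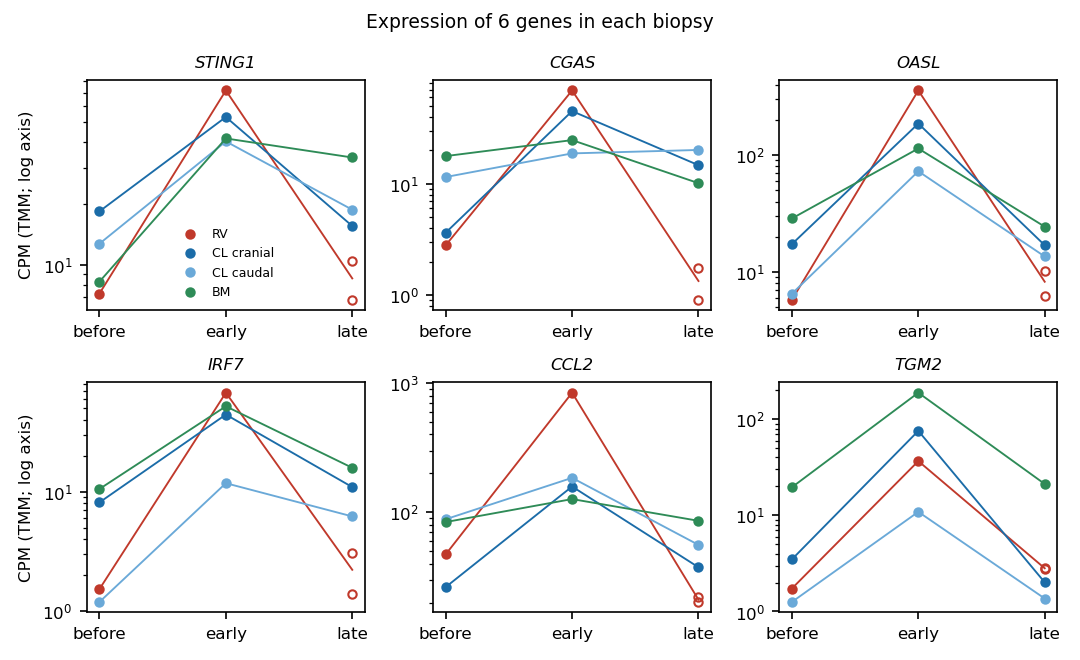
CPM after TMM normalization (vertical axes, logarithmic) of STING1, CGAS, OASL, IRF7, CCL2, and TGM2 before, early, and late (horizontal axes), with 1 point per library and a line per tumor; open circles mark the 2 late sites of dog RV, and its line runs to their mean. All 6 genes are higher early than before in each tumor, with STING1 between 40.4 and 71.7 CPM early.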

**Figure 8.**
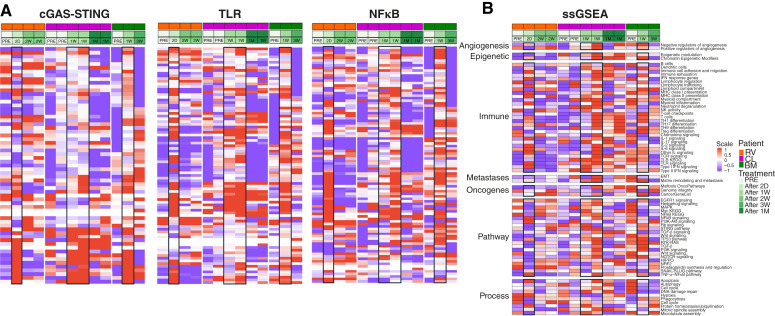
RNA-seq of companion dog tumor biopsies before and after IMAX treatment. **A,** Heatmaps of differentially expressed genes in cGAS/STING pathway, TLR pathway, and NFkB pathway. Data were scaled from positive to negative gene expression values to evaluate trends before and after IMAX treatment. **B,** A z-scaled heatmap of the ssGSEA scores for gene sets in specific biological pathways. The color scale indicates z-scaled ssGSEA scores across samples. *Dog RV*: PRE (before treatment), 2D (2 days after the second treatment), and 2W (2 weeks after the third treatment, two locations from the same mass). *Dog CL*: PRE (before treatment, two locations, cranial and caudal masses), 1W (1 week after the second treatment, two locations), and 1M (1 month after the second treatment, two locations). *Dog BM*: PRE (before treatment), 1W (1 week after the second treatment), and 3W (3 weeks after the second treatment). EMT, epithelial–mesenchymal transition; KEGG, Kyoto Encyclopedia of Genes and Genomes; TCR, T-cell receptor; Treg, regulatory T cell.

## Discussion

Our previous studies in multiple mouse tumor models have demonstrated that locally injected IMAX prevented tumor growth, resulting in tumor-free survival in most treated mice (2, 8). In this study, we investigated the trajectory of local events at both gross and cellular levels, assessed the safety of local IMAX treatment in mice and dogs, and evaluated its feasibility for controlling tumors in larger animals, i.e., dogs. Our results show that IMAX is retained at the injection site, where it triggers a rapid influx of innate immune cells, which translates to antitumor effects in mice and dogs with manageable side effects.

IMAX consists of 2E′, a derivative of polyethyleneimine, which encapsulates PTX in the hydrophobic core and carries CDN on the surface via electrostatic interaction. Due to the polyethyleneimine component, IMAX assumes a positive surface charge (+19 mV; ref. 8), which contributes to favorable interactions with cells in the tumor microenvironment (2, 8). However, the positive charge interferes with its systemic delivery to tumors due to uncontrolled interactions with serum proteins, resulting in aggregation, instability, and rapid clearance by the mononuclear phagocytic system (36–38). Therefore, we have administered IMAX by local injection with the intent to treat accessible tumors. Intratumoral injection is a clinically relevant and feasible approach, supported by the FDA-approved intralesional cancer therapy (39) and ongoing clinical trials of local immunotherapy (40).

One of the expected benefits of local delivery of immunotherapy is the potential to avoid systemic absorption of cytotoxic drugs (PTX) and immunostimulants (CDN) and maximize their local activities. Several local drug delivery systems have been reported in the literature for a similar purpose, such as injectable hydrogel (41, 42), polymeric nanoparticles (43, 44), and polymeric implants (45). These systems prolonged local retention and sustained drug release, resulting in improved regional immune activation and antitumor efficacy after intratumoral administration. Consistently, we observe that locally injected IMAX was retained in the tumor for at least 48 hours in mice, with minimal systemic absorption (Fig. 1). Local retention of active components led to rapid changes in the cell population. Histologic evaluation of biopsies obtained before and after treatment indicated infiltration of neutrophils, macrophages, and lymphocytes following IMAX injection with locally extensive tumor necrosis, indicative of tumor regression. The cellular events were also reflected in gross skin responses, including locally extensive erythema and crusting (scabbing) with edema and necrosis of the surrounding subcutaneous connective tissue, skeletal muscle, and skin. Tumors regressed visibly within 1 day and were replaced by scabs within 1 to 2 weeks in mice.

The infiltration of innate immune cells indicates that IMAX exerts immunostimulatory effects, consistent with the known roles of its components. The comparison between IMAX and a binary complex omitting CDN (Supplementary Fig. S4) suggests that CDN may be the primary driver of the observed skin response. As a STING agonist, CDN stimulates multiple cells in the tumor microenvironment, including APCs and endothelial cells (7, 46). In particular, STING activation in tumor endothelial cells increases vascular permeability and the expression of endothelial adhesion molecules, such as E-selectin, intercellular adhesion molecule 1, and vascular cell adhesion molecule 1, enhancing immune cell infiltration into the tumor site (47). The edema, erythema, and immune cell infiltration following local injection of IMAX are consistent with these functions of CDN in endothelial cells.

The scab-covered skin was restored to a normal outlook with fur in 30 days; thereafter, most mice remained tumor-free over the duration of observation (160 days). Therefore, we consider the scab formation a sign of a positive tumor response to the treatment. Nevertheless, it would be desirable to minimize tissue irritation, which may lead to open wounds prone to infection. To this end, we could reduce the dose to one-fifth of the initial dose (equivalent to 2E′ 0.2 mg per mouse for treating 50 mm^3^ mouse tumor), while maintaining the antitumor effect with minimal tissue responses in mice (Fig. 5).

The effects of the IMAX treatment in the companion dogs as related to change in tumor size over time and histologic features were especially encouraging for two reasons. First, the doses of IMAX used were relatively low. The IMAX doses in the companion dogs were selected based on body weight, with safety as a high priority. Although systemic drug absorption was not observed in the mouse studies (Fig. 1), it was still considered possible for the tested dogs, because naturally occurring tumors in dogs and humans can have extensive and leaky vasculatures. The laboratory dogs (7.8–11.4 kg) received IMAX at a dose equivalent to 2E′ ≤ 2 mg per administration, which was well-tolerated with manageable adverse events. Not knowing whether the effective doses in mice would be required in the canine tumors, we kept the IMAX dose for companion dogs at the highest dose confirmed to be safe in the laboratory dogs. For the companion dogs treated based on body weight, the IMAX doses ranged from 1.2 mg (0.6 mg per tumor × two tumors in a dog) to 11 mg of 2E′ per administration in the dogs weighing 5 to 43.2 kg. According to the results in mice, however, these doses would correspond—without allometric scaling—to the doses used to treat tumor volumes of 0.15 to 2.8 cm^3^, which were substantially smaller than the tumors in the companion dogs (0.3–36.3 cm^3^). Second, naturally occurring canine cancers often show extensive heterogeneity and innate and acquired resistance to immunotherapies and other drugs; thus, canine cancers are much more difficult to control than the experimentally induced, more homogeneous tumors in rodents. The less favorable response to intratumoral immunotherapies in dogs compared with responses in mice has been reported in multiple studies evaluating a slow-release IL-12 formulation (48), an IL-2/agonist anti-CD40 antibody (49), viral-related products (50, 51), and an intratumoral mycobacterial approach (52). Despite the relatively low doses and complex cancers treated, IMAX showed measurable antitumor activity in mammary carcinomas, in that each carcinoma measured smaller after treatment, although tumor response was classified as iSD without meeting the criteria for iPR. Histologically, IMAX effects in the companion dogs were notable and similar to the effects in mice, with local immune cell infiltration, necrosis, and an initial reduction in tumor size. RNA-seq analysis of tumor biopsies showed early upregulation of innate immune activities following IMAX treatment, consistent with histologic evidence of innate immune cell infiltration.

### Conclusion

This study demonstrates the feasibility and safety of locally delivered IMAX, a nanoparticulate complex of immunoactive polymer (2E′), PTX, and CDN, for treating experimental tumors in mice and spontaneously occurring tumors in dogs as steps toward translation to human application. Consistent with previously reported antitumor activity, IMAX remained localized at the injection site and induced rapid infiltration of innate immune cells into murine tumors. Laboratory dogs tolerated IMAX with manageable adverse events. Despite conservative dosing, IMAX elicited measurable antitumor effects in companion dogs with mammary carcinoma. Although tumor shrinkage did not meet partial response criteria, histologic and transcriptomic evidence of innate immune activation shown in dogs supports the therapeutic potential of IMAX as a local chemoimmunotherapy. Future studies should focus on optimizing doses and treatment schedules and on integrating with other therapeutic modalities to further advance clinical translation.

## Supplementary Material

Supplementary Fig. 1 Locally injected IMAX is retained at the injection site with minimal systemic absorption

Supplementary Fig. 2 Skin histology of healthy or tumor-bearing mice pre- and post-IMAX treatment (low mag)

Supplementary Fig. 3 Gram-stained section of blue granular material in the injection site (tumor)

Supplementary Fig. 4 Locally injected 2E'/PTX and IMAX show dose-dependent skin responses in mice

Supplementary Fig. 5 Immunohistochemistry (IHC) of RV soft tissue sarcoma 2 days post IMAX treatment

Supplementary Table 1 Antibodies used in IHC of canine tissues

## Data Availability

The data that support the findings of this study as well as the materials (2E′ and IMAX) are available from the corresponding authors upon reasonable request. RNA-seq data generated in this study is available at the NCBI Gene Expression Omnibus under accession GSE317158. All other raw data generated in this study are available upon request from the corresponding authors.

# Supplementary material for: Nanoparticulate Immunoactive Complex for Local Chemoimmunotherapy: From Murine Models to Pilot Canine Study
**Source:** Cancer Res Commun. 2026 Jun 22;6(6):1455–69. doi: 10.1158/2767-9764.CRC-26-0110
**Supplement:** Supplementary Fig. 1 — Locally injected IMAX is retained at the injection site with minimal systemic absorption

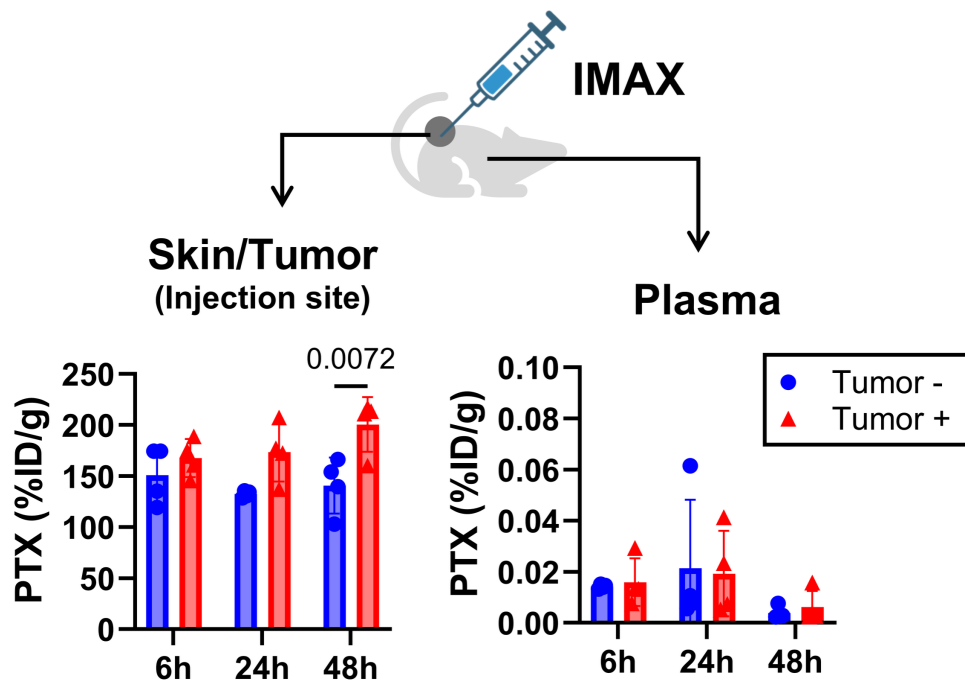

**Supplementary Fig. 1. Locally injected IMAX is retained at the injection site with minimal systemic absorption.** PTX levels (%injected dose/g) in skin (or tumor) and plasma at 6, 24, and 48 hours after SC or IT injection of IMAX (containing 1 mg 2E') in healthy and CT26 tumor-bearing BALB/c mice (7-8 weeks). n=4 mice per time point. Data are mean  $\pm$  SD. P-value was calculated by Sidak's multiple comparisons test, following two-way ANOVA.

# Supplementary material for: Nanoparticulate Immunoactive Complex for Local Chemoimmunotherapy: From Murine Models to Pilot Canine Study
**Source:** Cancer Res Commun. 2026 Jun 22;6(6):1455–69. doi: 10.1158/2767-9764.CRC-26-0110
**Supplement:** Supplementary Fig. 2 — Skin histology of healthy or tumor-bearing mice pre- and post-IMAX treatment (low mag)

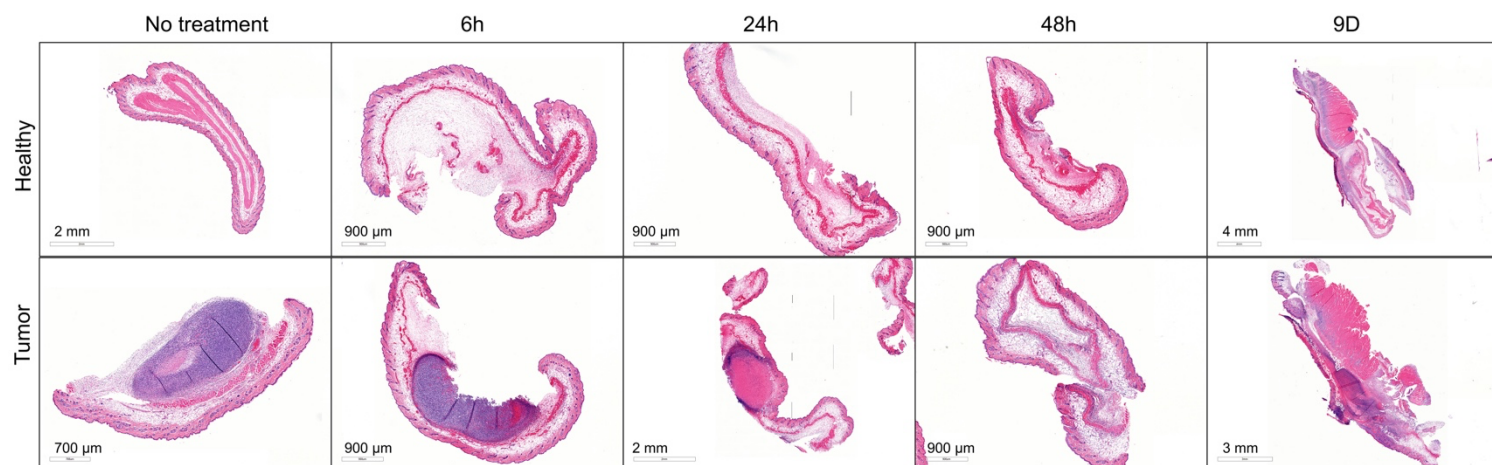

**Supplementary Fig. 2.** Skin histology of healthy or tumor-bearing mice pre- and post-IMAX treatment shown at low magnifications.

# Supplementary material for: Nanoparticulate Immunoactive Complex for Local Chemoimmunotherapy: From Murine Models to Pilot Canine Study
**Source:** Cancer Res Commun. 2026 Jun 22;6(6):1455–69. doi: 10.1158/2767-9764.CRC-26-0110
**Supplement:** Supplementary Fig. 3 — Gram-stained section of blue granular material in the injection site (tumor)

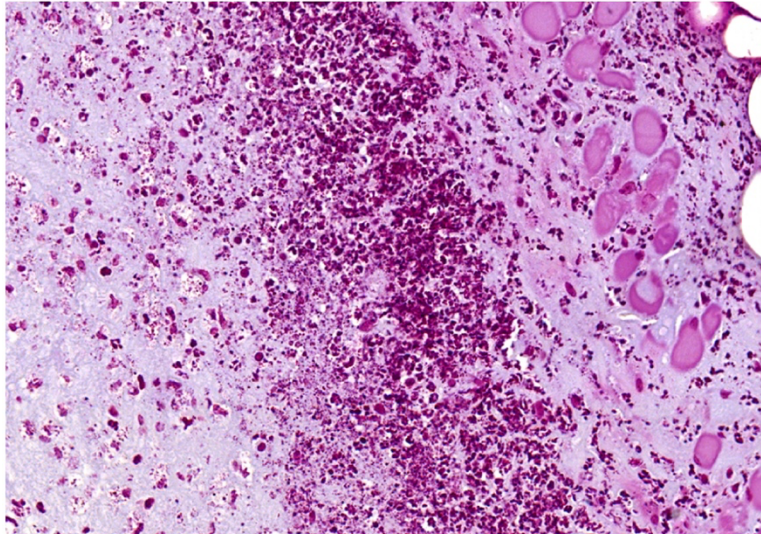

**Supplementary Fig. 3.** Representative Gram-stained section of blue granular material in the injection site (tumor) of a CT26 tumor-bearing BALB/c mouse at 9 days post-IMAX treatment.

# Supplementary material for: Nanoparticulate Immunoactive Complex for Local Chemoimmunotherapy: From Murine Models to Pilot Canine Study
**Source:** Cancer Res Commun. 2026 Jun 22;6(6):1455–69. doi: 10.1158/2767-9764.CRC-26-0110
**Supplement:** Supplementary Fig. 4 — Locally injected 2E'/PTX and IMAX show dose-dependent skin responses in mice

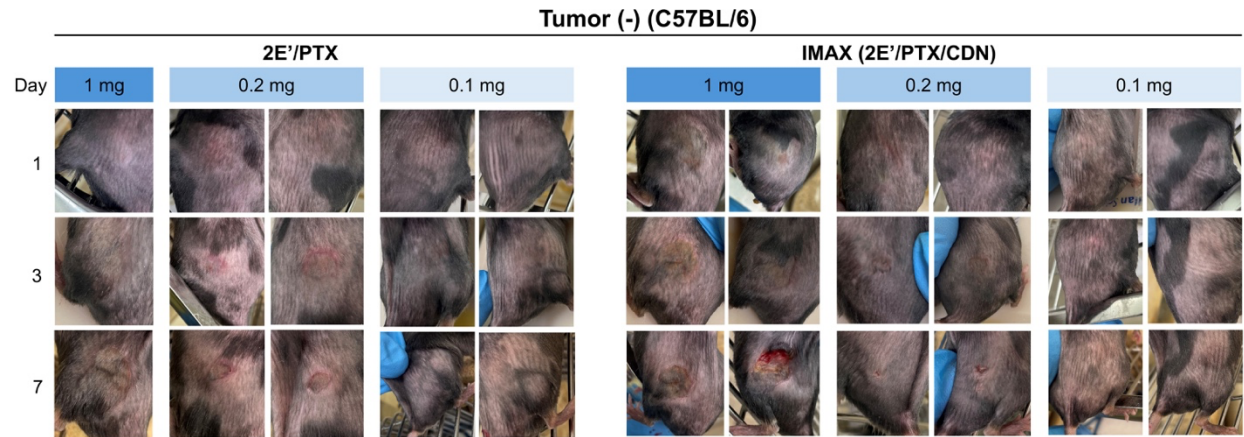

**Supplementary Fig. 4. Locally injected 2E'/PTX and IMAX show dose-dependent skin responses in mice.** Healthy C57BL/6 male mice (40 weeks old) were administered with 2E'/PTX (5:1 w/w) or IMAX (5:1:0.1 w/w/w) via SC injection at concentrations of 1, 0.2, or 0.1 mg 2E' equivalent (n=1-2 per group). Scab formation at the injection site was monitored on 1, 3, and 7 days after injection.

# Supplementary material for: Nanoparticulate Immunoactive Complex for Local Chemoimmunotherapy: From Murine Models to Pilot Canine Study
**Source:** Cancer Res Commun. 2026 Jun 22;6(6):1455–69. doi: 10.1158/2767-9764.CRC-26-0110
**Supplement:** Supplementary Fig. 5 — Immunohistochemistry (IHC) of RV soft tissue sarcoma 2 days post IMAX treatment

**RV (2 days post 2<sup>nd</sup> treatment)**

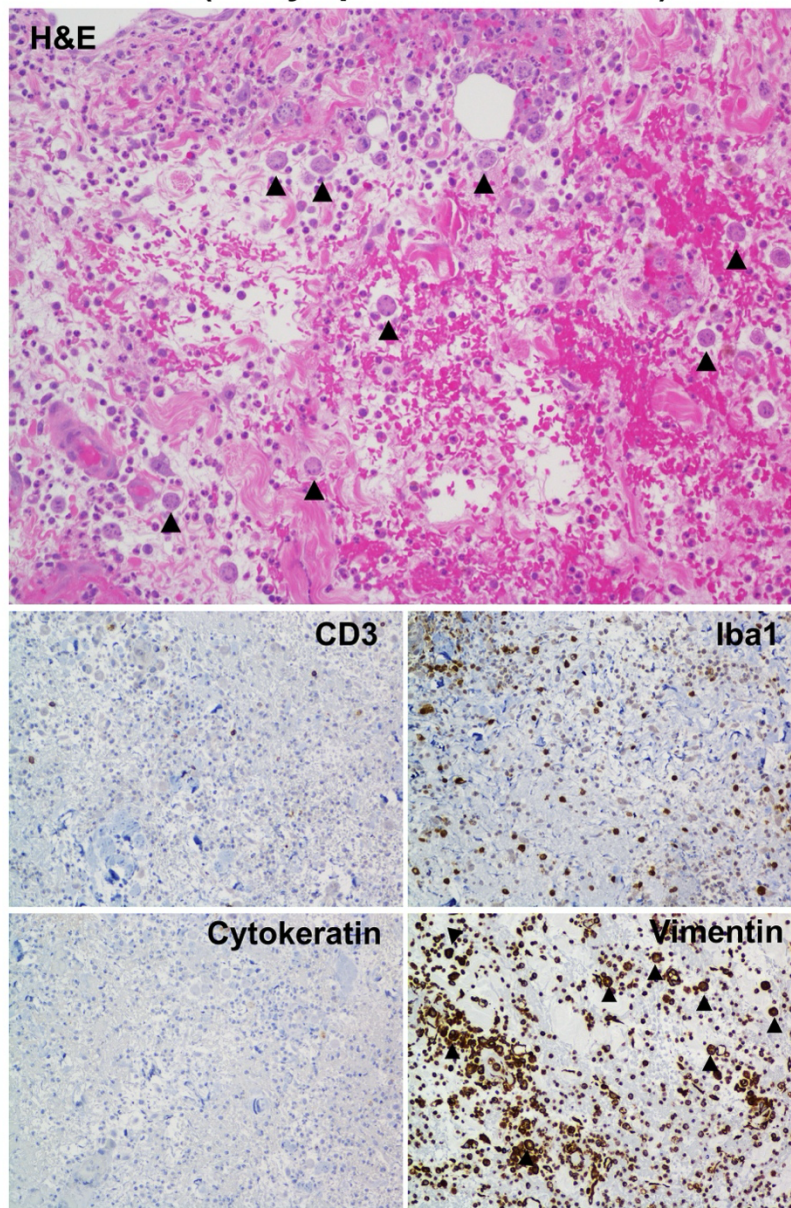

**Supplementary Fig. 5. Immunohistochemistry (IHC) of RV soft tissue sarcoma 2 days post IMAX treatment.** H&E, CD3, Iba1, Cytokeratin, and Vimentin IHC 2 days post first IMAX treatment. Note large, bizarre cells (▲) labeling with vimentin (lower right).

# Supplementary material for: Nanoparticulate Immunoactive Complex for Local Chemoimmunotherapy: From Murine Models to Pilot Canine Study
**Source:** Cancer Res Commun. 2026 Jun 22;6(6):1455–69. doi: 10.1158/2767-9764.CRC-26-0110
**Supplement:** Supplementary Table 1 — Antibodies used in IHC of canine tissues

**Supplementary Table 1.** Antibodies used in IHC of canine tissues

| <b>Antibody</b> | <b>Vendor</b> | <b>Clone</b> | <b>Dilution</b> | <b>Pre-treatment</b> | <b>Host</b> | <b>Incubation</b> | <b>Chromagen</b> |
|-----------------|---------------|--------------|-----------------|----------------------|-------------|-------------------|------------------|
| CD3             | Dako          | NA           | 1:100           | DIVA HIER            | Rabbit      | 30 min RT         | DAB              |
| CD11d           | Dr. Moore-UCD | CA18.3C6     | 1:200           | DIVA HIER            | Mouse       | 60 min RT         | DAB              |
| CNPase          | BioLegend     | SMI-91       | 1:2000          | DIVA HIER            | Mouse       | 60 min RT         | DAB              |
| S100            | Dako          | Ig0EO        | Ready to use    | Reveal HIER          | Rabbit      | 30 min RT         | DAB              |
| SMA             | Dako          | 1A4          | 1:200           | No treatment         | Mouse       | 45 min RT         | DAB              |
| Vimentin        | Zeta Corp     | ZR381        | Ready to use    | DIVA HIER            | Rabbit      | 30 min RT         | DAB              |
| Cytokeratins    | Dako          | AE1/AE3      | 1:100           | DIVA HIER            | Mouse       | 60 min RT         | DAB              |
| Iba-1           | Biocare       | NA           | 1:400           | DIV HIER + pepsin    | Rabbit      | 60 min RT         | DAB              |

DIVA: Diva Decloaker (Biocare Medical, Pacheco, CA); HEIR: heat-induced epitope retrieval; RT: room temperature; DAB: diaminobenzidine; CNPase: 2',3'-cyclic nucleotide 3'-phosphodiesterase; SMA: Smooth muscle actin; Iba-1: Ionized calcium-binding adaptor molecule 1

How the deposited data were processed for this re-analysis (not part of the article)

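RNA was measured in 13 strand-specific RNA-seq libraries from biopsies of 4 tumors in 3 dogs, taken before treatment (4 libraries), early after treatment (4 libraries), and late after treatment (5 libraries). The authors aligned the reads to CanFam4.0 with Strand NGS and deposited raw counts per gene symbol, with no normalization applied. The counting rule, the annotation release, and the handling of reads that map to several genes are not stated in the paper's text, so values of paralogs and of overlapping genes, such as keratin-associated and immunoglobulin genes, are uncertain. Of 43427 symbols, 98.0% matched the RefSeq annotation of UU_Cfam_GSD_1.0, which gave gene coordinates, lengths, and biotypes. No genome sequence was used here, so GC content was not examined.

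Which library belongs to which tumor and time point was taken from the paper and the sample labels before the data were examined. The pairing of libraries comes from the tumor: before, early, and late libraries of a tumor are biopsies of the same mass. Whether libraries of the same tumor deviate together was checked from the correlation of their deviations from the group means. No library was a copy of another, since each pair of the 13 libraries differed by more than the sampling noise in a chi-square test of their counts (chi-square per degree of freedom at least 49.4).

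Genes were filtered with filterByExpr on the time group (minimum count 10), leaving 20118 genes, and 20116 for dog CL alone. TMM normalization, estimateDisp, glmQLFit with robust estimation, and glmQLFTest in edgeR 4.0.16 (R 4.3.3) were run with tumor and time group as factors. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Gene lists were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01, and with fry as an alternative. Lists for 3 pathways and 11 further immune sets, and 10 lists of marker genes for cell and tissue types, were written from general knowledge before the data were examined; they are not the paper's curated lists. Within a tumor, the share of listed genes that were higher was given with a 95% Wilson interval, and the median change of the list was placed among 10000 random lists of equal size, drawn from genes outside the list in 50 bins of mean expression. For ssGSEA the ranks were weighted by 0.25, and 1000 random sets were drawn. These comparisons within a tumor rest on single libraries and describe those libraries. The depth, from 11622444 to 29931125 counts per library, shows a gene at 3 counts or more; intervals cover counting error only, since reads without molecular identifiers are not independent molecules.

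The genes named were chosen by a rule set before the data were examined: the genes of a list made from cytokines, sensors, adhesion molecules, and some of the stained markers that the paper names; up to 3 genes per pathway with the largest early log2 fold change in the same direction in all 4 tumors; the genes past the threshold over all genes with the same direction in all 4 tumors, or where none passed, the 3 with the smallest p-value in each direction; and the same for dog CL at 1 week. CXCL9 and CXCL1, which were on that list, and the stained markers CD18, CNPase, S100, and smooth muscle actin, which were not, are not analysed here as single genes. The genes listed as silent in all libraries but one were named after their values were seen.

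The alternatives set before the data were examined were size factors by DESeq2's method, no filter on low counts, no tumor block, the dog as block, CL tumors summed, late RV sites summed, each tumor left out in turn, only the libraries of the time points compared, DESeq2 1.42.0 in place of edgeR, fry in place of camera, signaling components only, a prior count of 0.5, a single late RV site, and other ssGSEA settings. Offsets for gene density and gene length were added after seeing the data. The models and the list tests were tested on simulated data before use. At the spread of the deposited data, edgeR recovered 99 of 200 changed genes, and at a coefficient of variation of 0.2 it recovered 200 with 6.10% false calls. A list planted with a log2 fold change of 1 was estimated at 0.98, and 1 of 100 unchanged lists had a camera p-value under 0.05. The simulated genes were drawn independently of each other. This check therefore cannot show how often camera calls unchanged lists of co-regulated genes, such as those of the 3 pathways. ssGSEA scores were checked against gseapy 1.3.1. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1, and figures matplotlib 3.10.9. Leaving out a tumor was not done for dog CL alone, since 1 tumor would remain.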

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

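The skin and macrophage tests of the RV biopsy and the osteogenic test of the BM biopsy were set before the data were examined, while the tests on long noncoding RNA and on the 1-month CL biopsies were chosen only after the results were seen. The marker lists were written beforehand, and the choice to compare each of them with the libraries before treatment was made after seeing part of their values.

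In 60 groups of libraries, 2 libraries stood apart from the rest of their group, where chance gives about 3.0. Long noncoding RNA genes took 1.10% of the counts in RV before treatment, against 1.39% to 1.43% in the other libraries before treatment. The mean of the dendritic cell list was 3.61 log2 CPM in CL caudal at 1 week, against 4.93 to 4.99 in the other early libraries. No explanation was tested for either, and their number is not above what chance gives.

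Of 56 comparisons of a gene list in both CL tumors with the same list in another dog, 12 had opposite directions. The differences were not tested, since RV and BM each have a single tumor. Late after treatment, both CL tumors were higher and RV lower for dendritic cells (RV median change -0.31 log2), T cells (-0.042), B cells (-0.39), MHC class I presentation (-0.19), MHC class II presentation (-0.59), type I IFN signaling (-0.0059), and type II IFN signaling (-0.015). Late after treatment, both CL tumors were higher and BM lower for T cells (-0.21), Th cells (-0.60), and type II IFN signaling (-0.59). Early, NK cells were higher in CL and lower in RV (-0.11), and the neutrophil list had a higher median in CL and a lower one in BM (-0.088), although by ssGSEA score it fell by 0.0451 in CL caudal and rose by 0.023 in BM. The T cell score late also rose, by 0.0018 in RV and 0.0268 in BM, where the list medians were lower. Several of these changes are near 0, and in the other dog only NK cells early in RV, MHC class II presentation late in RV, and type II IFN signaling late in BM lay below the central 95% of random lists, at the 2.03, 0.05, and 1.30 percentiles. The CL tumors were mammary carcinomas biopsied at 1 month and the RV mass a sarcoma biopsied at 2 weeks, so dog, tumor type, and time cannot be told apart. For the lymphocyte and dendritic sets in CL at 1 month, at least 91.8% of each of the 8 median changes remained in counts thinned to the smallest total, so library size does not account for them. With offsets for gene density and gene length the lowest of 8 percentiles was 99.99, but the percentiles were at least 99.94 without them, and the offsets removed 14.1% of the variance of the difference between 1 month and before in the cranial and 11.0% in the caudal tumor. In the cranial tumor the median changes with the offsets were 1.36 log2 for dendritic cells, 2.52 for T cells, 1.54 for B cells, and 3.02 for NK cells. Without them they were 1.33, 2.25, 1.76, and 2.71. This argues against the bias that the offsets capture as the source of these changes, with a single library per time point. A bias that the offsets miss cannot be told apart there from a persistent lymphocyte infiltrate. In the caudal tumor both libraries had a similar bias (-1.02 log2 before and -0.82 at 1 month).

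Of 90 values of 10 marker lists in the 9 libraries after treatment, 33 stood above each library before treatment. Leukocyte markers, at most 4.75 log2 CPM before treatment, were 7.44 in RV, 7.03 in CL cranial, 5.58 in CL caudal, and 6.63 in BM early, and 5.47, 5.19, and 5.73 late in CL cranial, CL caudal, and BM. Macrophage markers, at most 5.00 before, were 6.64, 7.12, 6.13, and 7.20 early in the same order, and 5.14, 5.04, and 6.17 late in CL cranial, CL caudal, and BM. Adipose markers, at most 0.27 before, were 0.76, 1.54, 0.72, and 1.48 early in RV, CL cranial, CL caudal, and BM, and 1.22 and 0.53 late in CL cranial and BM. Stroma markers, at most 10.02 before, were 10.49 at the adjacent late site of RV, and 10.16 early and 11.19 late in BM, where they had been 6.22. Red cell markers, at most -0.44 before, were 3.42 and 1.16 in CL cranial early and late, 1.15 in CL caudal late, and -0.24 in BM early; only 4 of the 6 listed genes were in the table. Epithelial markers were 7.95 in CL cranial late against 7.92 before, osteogenic markers 3.55 in CL caudal early and 3.81 in BM late against at most 3.46, cell-cycle markers 5.93 in BM late against at most 5.23, and skeletal muscle markers 0.53 in BM early against at most 0.50; most of these margins are small. No test separated a biological from a technical origin of the adipose, red cell, and muscle values.

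Epidermis markers were 7.64 log2 CPM in RV at 2 days, against 0.62 in that mass before treatment and at most 3.37 in any library before treatment. The markers' median change lay at the 100 percentile of random lists, as it would if the biopsy held skin in place of tumor, and stroma markers fell by 3.29 log2 in the same library. The paper reports that neoplastic cells were not definitively identified in that biopsy and that the dermis was infiltrated. The median change of macrophage markers exceeded that of the T cell list by 2.13 log2, as it would with infiltration by macrophages beyond T cells. Both explanations remain, and a change of tissue from tumor to skin may account for part of the difference between RV before and RV early.

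In BM late, the osteogenic markers' median change lay at the 96.7 percentile of random lists, inside the central 95%, so the test did not show the osteoid-forming tissue that the paper describes in that mass, although the mean of the markers was above that of each library before treatment. Epithelial markers fell by 4.18 log2 in the same library. Together with the stroma values above, the biopsies of BM may hold other proportions of tissue than before treatment, which no test here sets apart from an effect of treatment.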

How the results depend on the processing

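The alternatives were set before the data were examined, except the offsets for gene density and gene length, which were chosen after seeing the data. For comparisons, 212 values kept their direction and side of the threshold or stayed within their error, 34 moved beyond it, 3 lost a call, and 3 gained one; for named genes 199 kept direction and call, 6 lost the call, and 7 reversed. Early after treatment the 3 lists kept their direction and their adjusted p-value under 0.05 in each of the 13 alternatives run for them, with medians from 0.63 to 1.31 log2 for cGAS-STING, 0.56 to 1.02 for TLR, and 0.78 to 1.10 for NFκB; the highest adjusted p-value, by limma's fry test, was 0.0043. With the leukocyte markers as a covariate, a test of an explanation and not one of these alternatives, all 3 lost the call (medians 0.33, 0.15, and 0.024, adjusted p = 0.246, 0.497, and 0.754 by camera). Without the tumor block the late medians were 0.06, 0.21, and 0.21.

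Counts of genes with an adjusted p-value under 0.05 depended on the setting, and the cause was not tested. Early, edgeR called 1 gene. The count was 0 with DESeq2's size factors, without the tumor block, with the dog as block, with CL tumors summed, with late RV sites summed, with only the time points compared, and in each of the 4 fits that left out 1 tumor (from 0 to 0 genes). The counts at an unadjusted p-value under 0.05 were 2226, 2324, 1782, 1608, 1807, and 1124 in that order, and 1301 to 3201 with 1 tumor left out. Without the filter on low counts 17 genes were called, all higher, and by DESeq2's test 956 (783 of them higher). Late, edgeR called 0 genes (805 unadjusted) and DESeq2 7. Between early and late, edgeR called 2 genes, and 0 without the tumor block, with the dog as block, with CL tumors or RV sites summed, with only the time points compared, and with any 1 tumor left out, where 3075 to 5918 had an unadjusted p-value under 0.05. It called 1081 without the filter (143 higher and 938 lower) and 300 with the offsets (34 higher and 266 lower), and DESeq2 called 4809 (1403 higher and 3406 lower). For dog CL at 1 week edgeR called 0 genes (1615 unadjusted), 172 without the filter, and DESeq2 267. Without the filter 35274 genes were tested, and the median over all genes moved from 0.25 to 0.58 early and from -0.35 to -0.99 between early and late; without the block it was 0.01 early, and with the offsets 0.13.

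The late list medians were small and their calls unstable. cGAS-STING passed the threshold of limma's camera test without the filter (median 0.062, adjusted p = 0.00895), with late RV sites summed (0.14, adjusted p = 0.0338), and without RV; leaving out 1 tumor took its median from 0.062 to 0.15. TLR lost the call without CL cranial, with medians from 0.088 to 0.19 across the fits that left out 1 tumor, and by fry (median 0.13, adjusted p = 0.321). NFκB lost it by fry (median 0.18, adjusted p = 0.321). TLR also lost it in counts thinned to the smallest total (0.10, adjusted p = 0.0782), and with the leukocyte markers as a covariate both lost it (adjusted p = 0.287 for TLR and 0.246 for NFκB), while cGAS-STING, which had no call, was at an adjusted p of 0.756. Over the 13 alternatives, which do not include those fits, the adjusted p-values ran from 0.00895 to 0.649 for cGAS-STING, 0.000506 to 0.321 for TLR, and 0.00013 to 0.321 for NFκB. The cause was not tested.

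With signaling components only, the share of cGAS-STING genes higher early was 53.3% in RV and 62.2% in CL cranial, and late it was 71.1% in RV and 44.4% in CL cranial; the share of NFκB genes higher late in CL cranial was 51.5%. In the same setting the early median of cGAS-STING in BM lay at the 95.5 percentile of random lists, inside the central 95%, and that of TLR in CL caudal at the 98.3 percentile, where the other alternatives gave 92.0 to 94.1. With the offsets, the shares higher late in BM were 42.4% for TLR, 43.6% for NFκB, and 41.3% for cGAS-STING, whose median then lay at the 1.13 percentile of random lists, below the central 95%. The cause was not tested. The number of ssGSEA sets higher in both CL tumors ranged from 10 to 13.

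Of the named genes, 4 reversed direction in at least 1 setting. Without the block IFITM10 was at -1.15 and VIM at -0.16. Leaving out 1 tumor took LOC119877042 from -0.64 to 1.65, VCAM1 from -0.37 to 1.03, and VIM from -0.34 to 0.96. TGM2 lost its call in each of the 6 settings run for single genes, with adjusted p-values from 0.0505 to 0.514 by edgeR and log2 fold changes from 3.57 to 4.05. No alternative that leaves out a tumor was run for dog CL alone. The depth limits the genes near the filter, such as IFNB1, which had at most 19 counts in a library. A change in TLR5, with 0 counts throughout, was not detectable. Since the counting rule is not stated, a lack of TLR5 RNA cannot be told apart from reads of that gene not being counted.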

Differences from the paper's values

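The paper's stated depth is 30 to 40 M reads per sample (megareads), and the total counts on genes were 11.6 M in the smallest and 29.9 M in the largest library. The paper's figure is for reads sequenced and the totals are for reads counted on genes. None of the alternatives set before the data were examined changes the total of a single library. Those that sum the CL tumors or the late RV sites combine libraries.

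The paper states that expression was back at baseline at the later time points. In the caudal tumor of dog CL at 1 month, the 3 lists lay at the 100 percentile of random lists, with 62.8% to 66.7% of their genes higher than before treatment, and no alternative that was run took them below the 99.88 percentile. Their medians were 0.39, 0.26, and 0.25 log2, from 1 library per time point. The 2 late sites of dog RV, sampled on the same day, differed at the 94.9, 95.7, and 90.9 percentiles, so percentiles near those can arise without a difference in time. In the cranial tumor TLR lay at the 98.7 and NFκB at the 99.7 percentile; with signaling components only they lay at the 40.4 and 49.1 percentiles, and with the offsets, chosen after seeing the values, TLR lay at 87.2. Over all tumors, TLR and NFκB were higher late by limma's camera test (adjusted p = 0.0181 and 0.00182) and not by its fry test (adjusted p = 0.321 for both).

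The paper states that B cell and neutrophil profiles rose in the 1-week biopsies of dog CL. In the caudal tumor the ssGSEA score changed by -0.0190 for B cells and -0.0451 for neutrophils. The score of B cells changed by -0.0904 with a rank weight of 1 and by -0.0159 with the offsets, which were chosen after seeing the values. It rose by 0.0077 when all genes with at least 1 count were ranked, and the mean log2 CPM of the set rose by 0.51. The score of neutrophils was lower in the other ssGSEA settings that were run, and the mean log2 CPM of the set changed by -0.17, while the median change over its genes was 0.25 log2, with 11 of 18 genes higher.

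The legend of Fig. 8A calls the plotted pathway genes differentially expressed. By edgeR's test over all genes, 0 of the listed genes passed an adjusted p-value of 0.05, while 2 cGAS-STING genes passed without the filter on low counts. Adjusted over each list alone, 25 cGAS-STING, 8 TLR, and 6 NFκB genes passed. By DESeq2's test over all genes, 29 cGAS-STING, 13 TLR, and 20 NFκB genes passed early, all higher.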

Other observations

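The tests for library size, for the genes with most counts, and for leukocyte content, and the splits that count genes, were set before the data were examined. Other tests were chosen only after the results were seen, with their thresholds. They were those with gene density and gene length, with the loss shared between libraries, and with other genes as covariates. Also among them were the splits for the gene lists and the tests of the 1-month CL libraries. So were the tests on long noncoding RNA in the 2-day RV library.

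The early rise of the 3 pathways was set against technical explanations. In counts thinned to the smallest total the lowest of the 3 list medians was 0.99 log2, and without the 10 highest genes of each library it was 0.91, so neither library size nor a few dominant genes accounts for the rise. With offsets for gene density and gene length at least 84.2% of each median remained. Over all tumors the medians were then 1.16, 0.81, and 1.00 log2 for cGAS-STING, TLR, and NFκB (adjusted p at most 2.66e-07 by camera). The offsets removed 19.7% of the variance of the difference between early and before in RV and 19.1% in CL caudal. This argues against the bias that the offsets capture as the source of the whole rise. In BM they removed -2.68% of that variance. A bias that the offsets miss, there or in RV and CL caudal, cannot be told apart from an effect of treatment. In CL cranial genes in gene-dense regions stood at 0.27 log2 before and 0.29 early, so a shift of gene density does not account for the rise of the lists in that tumor (1.04, 0.65, and 0.73 log2, each at the 100 percentile of random lists). In CL caudal, where the change from before to 1 week follows a loss of counts shared with other CL libraries (Spearman's rho 0.565 across genes, which are not independent replicates), random lists matched on that loss left the lowest list, TLR, at the 98.4 percentile, against 92.4 with lists matched on expression alone. In RV the change hardly followed a loss of this kind (rho 0.135), and the lists stood at the 100 percentile with and without matching on it, so that test could not decide.

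Swapping time points within tumors gives 8 splits for early against before, too few for a share under 0.05. There, 1 of the 8 splits, the real one, gave as many genes with an adjusted p-value under 0.05, and 1 of 8 gave a median as large for each of cGAS-STING, TLR, and NFκB. At an unadjusted p-value under 0.05, 2 of the 8 splits gave as many genes, and the other reached 2399 genes against 2184. For late against before, 24 of the 24 splits gave as many genes, which a count of 0 fixes in advance. At an unadjusted p-value under 0.05 the real split gave 805 genes, 3 of the 24 splits gave as many, and the median of the other splits was 347. For the lists, 10 of 24 splits gave a median as large for cGAS-STING, 3 for TLR, and 4 for NFκB. Without the 2 splits that swap all 4 tumors, which are close to mirror images of the real one, these numbers were 8, 2, and 2 of 22. Between early and late, 1 of the 24 splits, the real one, gave as many genes.

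With the mean of 14 leukocyte markers as a covariate, at most 26.2% of a list's early median remained (26.2% for cGAS-STING, 15.9% for TLR, and 2.33% for NFκB). None of the markers is in the lists. The markers rose early in all 4 tumors, by a median of 2.99, 2.41, 1.05, and 2.29 log2 in RV, CL cranial, CL caudal, and BM, so the covariate follows the time point. In a least-squares fit, 1000 lists of other genes that rose early by as much on average left a median of 39.4% for cGAS-STING, 44.5% for TLR, and 29.1% for NFκB, where the markers left 29.3%, 28.0%, and 6.68%. Of these lists 12.5%, 4.7%, and 4.3% left as little as the markers. Random lists matched on expression alone left a median of 92.6%, 97.1%, and 96.9%, and 0.7%, 0.8%, and 0.2% of them left as little as the markers. Lists of genes that rise early thus took away much of the rise as well. Only the markers and the 3 pathway lists were kept out of them, so they may hold other leukocyte genes. They therefore cannot decide whether the loss is specific to leukocytes. More leukocytes in the early biopsies may account for part of the rise but cannot be told apart from induction in cells already there.

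In both CL tumors, T cells (median change 2.25 log2 in cranial and 2.46 in caudal), B cells (1.76 and 2.09), NK cells (2.71 and 2.12), and dendritic cells (1.33 and 0.85) were higher at 1 month than before treatment. In the caudal tumor each of these changes exceeded that at 1 week (1.07 for T cells, 0.96 for B cells, 1.42 for NK cells, and 0.54 for dendritic cells). In the cranial tumor T cells, NK cells, and dendritic cells had been higher at 1 week (3.16, 3.34, and 1.98), and B cells lower (1.18). GZMB, ADA, and LOC119869063, an immunoglobulin or T cell receptor constant region by its biotype, had the smallest late p-values among genes higher in 4 of 4 tumors (log2 fold changes 2.08, 1.28, and 3.18), each with an adjusted p-value of 0.974 by edgeR. The lists stayed at or above the 99.99 percentile with the offsets, a measure close to its limit without them, and at least 91.8% of each median change remained in thinned counts. The type I IFN score was higher by 0.0397 in the cranial and 0.0467 in the caudal tumor at 1 month, less than at 1 week. The type II IFN score was higher by 0.0613 in the cranial tumor at 1 month, against 0.192 at 1 week. In the caudal tumor it was higher by 0.0651, against 0.0443 at 1 week. A lymphocyte infiltrate that outlasts part of the type I IFN response may account for the type I values. The type II score in the caudal tumor went the other way. In the cranial tumor genes in gene-dense regions stood at 0.27 log2 before treatment and -0.22 at 1 month. With the offsets the median changes there kept from 87.4% (B cells) to 111.9% (T cells) of their size. This argues against the bias that the offsets capture as their source. A bias that the offsets miss cannot be told apart from the infiltrate. In the caudal tumor genes in gene-dense regions stood at -1.02 and -0.82, a smaller difference, and the sets rose there too.

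In the RV library at 2 days, 58.6% of long noncoding RNA genes had at least 10 counts, against at most 38.0% in the others, and their counts followed gene length with a rho of 0.729 across genes, against at most 0.579 in the others, in CL cranial early. Among 3578 protein-coding genes with at most 5 counts in each of the other 12 libraries, the count in this library followed gene length with a Spearman's rho of 0.355, which is consistent with unspliced or genomic reads. Over the genes silent in all libraries but CL cranial early, which held 1071 counts there against 19440 in RV early, rho was 0.251, so the relation was not confined to RV early. Of these genes 66.4% had no count, and the highest counts were on KRTAP8-1 (874), KRTAP3-1 (789), LOC119877199 (719), PRR9 (595), KRT34 (532), and LOC100686828 (453), which were named after their values were seen. Hair follicle genes among them fit the epidermis markers of that biopsy, so tissue and reads from unspliced RNA or DNA both remain as explanations, and small changes of low genes in that library carry this limit. The neutrophil list rose by 6.41 log2 in the same library.

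Adhesion molecules differed from each other early. ICAM1 was higher in 4 of 4 tumors (1.14 log2), SELE in 3 of 4 (3.10), and VCAM1 in 2 of 4 (0.62), none with an adjusted p-value by edgeR under 0.269.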
